# Genome-Wide Analysis Reveals a Major Role in Cell Fate Maintenance and an Unexpected Role in Endoreduplication for the *Drosophila* FoxA Gene *Fork Head*

**DOI:** 10.1371/journal.pone.0020901

**Published:** 2011-06-16

**Authors:** Rika Maruyama, Elizabeth Grevengoed, Peter Stempniewicz, Deborah J. Andrew

## Abstract

Transcription factors drive organogenesis, from the initiation of cell fate decisions to the maintenance and implementation of these decisions. The *Drosophila* embryonic salivary gland provides an excellent platform for unraveling the underlying transcriptional networks of organ development because *Drosophila* is relatively unencumbered by significant genetic redundancy. The highly conserved FoxA family transcription factors are essential for various aspects of organogenesis in all animals that have been studied. Here, we explore the role of the single *Drosophila* FoxA protein Fork head (Fkh) in salivary gland organogenesis using two genome-wide strategies. A large-scale in situ hybridization analysis reveals a major role for Fkh in maintaining the salivary gland fate decision and controlling salivary gland physiological activity, in addition to its previously known roles in morphogenesis and survival. The majority of salivary gland genes (59%) are affected by *fkh* loss, mainly at later stages of salivary gland development. We show that global expression of Fkh cannot drive ectopic salivary gland formation. Thus, unlike the worm FoxA protein PHA-4, Fkh does not function to specify cell fate. In addition, Fkh only indirectly regulates many salivary gland genes, which is also distinct from the role of PHA-4 in organogenesis. Our microarray analyses reveal unexpected roles for Fkh in blocking terminal differentiation and in endoreduplication in the salivary gland and in other Fkh-expressing embryonic tissues. Overall, this study demonstrates an important role for Fkh in determining how an organ preserves its identity throughout development and provides an alternative paradigm for how FoxA proteins function in organogenesis.

## Introduction

The Fox family of winged helix DNA binding transcription factors is quite large, with more than 40 known family members in mammals and 18 in flies [1], [2] (R.M. and D.J.A., unpubl.). The mammalian proteins have wide-ranging activities from controlling development and differentiation of dopaminergic neurons to regulating the acquisition of vocal learning [2], [3]. During development, Fox family members regulate specialization of endothelial cells, formation of the lymphatic vessels, and development of the cardiac outflow tract [4]. Other Fox family members regulate melanocyte differentiation, skin pigmentation, and the development of specialized skin appendages, such as hair and nails [5], [6]. Fox proteins also play key roles in the immune system, regulating thymus development, affecting immune suppression and autoimmunity [7]. In addition, Fox proteins regulate such basic functions as cell growth and proliferation, and contribute to both tumor development and metastasis [8].

The FoxA1-3 proteins, originally known as hepatic nuclear factors (HNF-3α, β and γ), are among the best-studied members of the Fox protein family [9]. FoxA proteins are required for the development of the liver, lungs, pancreas and midbrain dopaminergic neurons [3], [10], [11], [12]. In several organs, including those that derive from the gut endoderm, the *foxA1* and *foxA2* genes appear to have largely overlapping functions. The late endodermal loss of each gene alone has very little affect, whereas the simultaneous loss of both genes results in a complete failure of internal organs, such as the liver, to form [9]. In other contexts, FoxA function is not redundant. In addition to its overlapping expression with *foxA1* in the definitive endoderm and multiple endodermal derivatives, *foxA2* is expressed earlier in the node and anterior primitive streak [13], [14], [15]. The complete knockout of *foxA2* results in the absence of the notochord, failure to form a gut tube and defects in derivatives from multiple germ layers [16], [17]. Unlike most other transcription factors, the FoxA1 protein has been shown to bind and open chromatin, suggesting that it functions as a “pioneer” protein providing target gene access for other tissue-specific transcription factors [18]; recent studies, however, showing FoxA1 also binds DNA in a relatively closed chromatin conformation challenge this model [19].

Insight into the function and activities of the FoxA genes has also come from studies of model organisms in which redundancy is less of an issue; the worm *C. elegans* and the fruitfly *D. melanogaster* each encode only a single FoxA homologue, PHA-4 and Fork head (Fkh) [20], [21], [22]. Microarray analysis comparing gene expression profiles of worms containing extra pharyngeal cells to those without pharyngeal cells, revealed a large number of pharyngeal expressed genes with consensus binding sites for the worm FoxA protein PHA-4 [23], which is essential for pharyngeal development [20], [21]. Analysis of several pharyngeal gene enhancers suggested a model wherein PHA-4 directly activates expression of most or even all pharyngeal-specific genes [23]. The model further suggested that PHA-4 pharyngeal target genes with high affinity binding sites are activated early when PHA-4 concentrations are low, whereas other targets with low affinity binding sites are activated only at late stages when levels of PHA-4 are sufficiently high.

In flies, studies have focused on the role of the FoxA protein Fork head (Fkh) in the embryonic and larval salivary gland (SG), although as with the worm PHA-4 and mammalian FoxA genes, Fkh is expressed in multiple embryonic cell types (Figure 1A). In SGs, Fkh expression is activated by a homeotic protein, Sex combs reduced (Scr), and two other cofactors, Extradenticle (Exd) and Homothorax (Hth) (Figure 1B) [24], [25]. Fkh plays many key roles in the SG, including keeping the SG cells alive through repression of the proapoptotic genes *reaper* and *hid* [26], [27], mediating the cell shape changes of SG invagination required to form the SG tubes [27], and working with the SG-specific bHLH protein Sage to regulate two downstream target genes, *PH4αSG1* and *PH4αSG2*, which are required to maintain uniform patent SG lumens [28] (Figure 1C). Fkh also regulates its own expression and maintains expression of two other SG transcription factors, CrebA and Sage [28], [29], [30]. In vitro binding studies reveal that Fkh binds to the same consensus sites that have been described for the vertebrate FoxA proteins and worm PHA-4, but that certain residue combinations in key flanking positions disrupt binding [31]. Studies of endogenous Fkh binding sites in vitro and regulation of the corresponding target genes in vivo support these findings [28], suggesting that the requirements for in vivo binding and regulation by FoxA proteins may be relatively stringent. Indeed, recent studies reveal that binding of both mammalian FoxA and worm PHA-4 to consensus sites is similarly affected by flanking sequences [32], [33].

**Figure 1:**
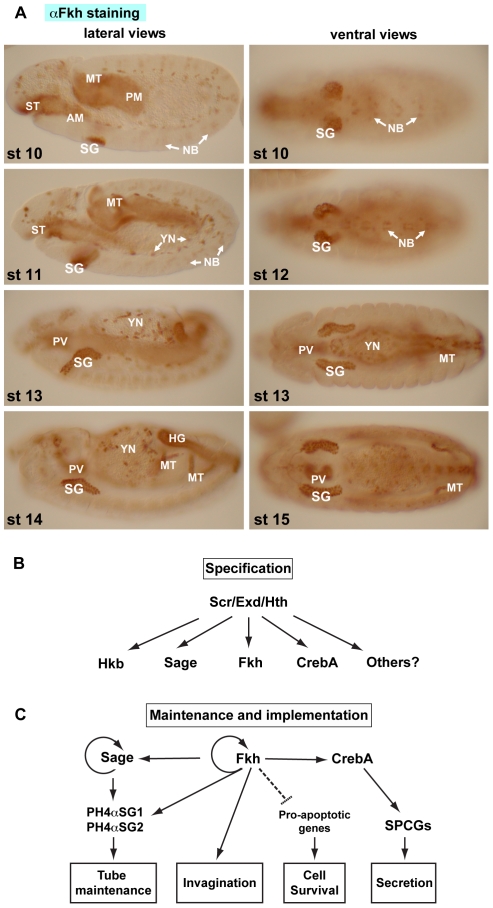
Fkh plays a major role in salivary gland development. (A) Fork head (Fkh) is expressed in the secretory cells of the salivary gland (SG), anterior and posterior midgut primordia (AM and PM), stomadeum (ST), Malpighian tubules (MT), a subset of neuroblasts (NB), yolk nuclei (YN), hindgut (HG) and proventriculus (PV). (B) SG specification requires parasegment 2-expressed Sex combs reduced (Scr) and two more widely-expressed cofactors, Extradenticle (Exd) and Homothorax (Hth). Scr with Exd and Hth activate several early SG transcription factors, including Huckebein (Hkb), Sage, Fkh, CrebA and others. Expression of Scr and Hth and nuclear Exd localization disappear during embryonic stage 11. Thus, Scr, Exd and Hth are not involved in maintaining SG gene expression. Some early-expressed transcription factors, such as Hkb, are also only transiently expressed in the SG. (C) Three early expressed transcription factors, Sage, Fkh and CrebA, continue to be expressed in the SG until early pupal stages when the cells are histolyzed during metamorphosis. Maintained SG expression of these genes requires Fkh, which directly regulates its own expression and that of both CrebA and Sage. Fkh is required for SG invagination and SG cell survival. Fkh and Sage control expression *PH4αSG1* and *PH4αSG2*, two genes required to maintain an open patent SG lumen. CrebA elevates expression of secretory pathway component genes (SPCGs) required for the high level secretory capacity of the SG.

Although several key SG targets of *Drosophila* Fkh have been analyzed to date, there have been no genome-wide surveys to identify the range of Fkh targets. Here, we use two approaches to obtain a more global view of *Drosophila* Fkh targets in both the SG and the whole embryo. Our studies demonstrate that Fkh plays a major role in SG maintenance and function. These studies also reveal unexpected roles for Fkh in endoreduplication and in blocking terminal gene expression in early embryos.

## Results

### Fkh plays a major role in maintaining salivary gland fate and function

To determine what proportion of salivary gland (SG) genes depend on Fkh for their expression, we performed a large-scale in situ hybridization analysis of SG gene expression in WT and *fkh* loss-of-function mutant embryos. SG genes were chosen from the expression pattern database Release 2 of the Berkeley Drosophila Genome Project (BDGP [http://www.fruitfly.org/cgi-bin/ex/insitu.pl]), which is in the process of determining the embryonic expression patterns of all *Drosophila* genes. Whole mount in situ hybridization analysis of 190 different genes in WT embryos revealed 127 with reliable SG expression. Of the 127 genes, 59% (75 genes) had altered expression patterns in *fkh* mutants (Figure 2A). Approximately half of the affected genes encode products related to SG function based on published data and Gene Ontology assignments: metabolism, secretion and endocytosis (Figure 2B). Other genes affected by loss of *fkh* encode a variety of proteins, suggesting that Fkh plays a major role in both SG development and function.

**Figure 2:**
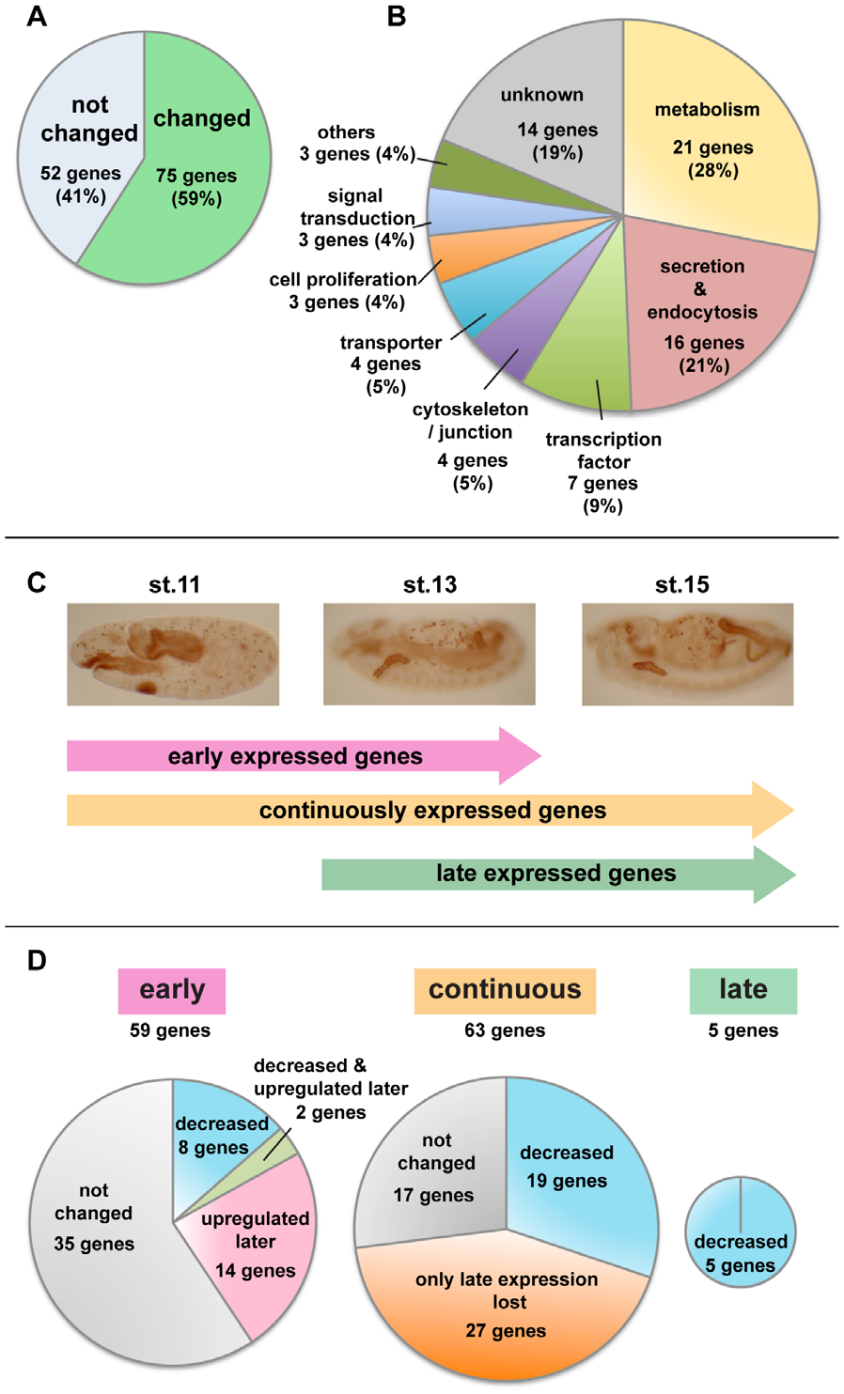
In situ hybridization analysis reveals that Fkh affects expression of many salivary gland genes. (A) Fkh is required for normal expression of 75 out of 127 tested SG genes. (B) Gene ontology (GO) terms associated with the SG Fkh downstream genes reveal that Fkh regulates genes implicated in a variety of activities, including metabolism and secretion/ endocytosis. (C) SG genes can be categorized based on their temporal patterns of expression. (D) Fkh affects the expression of fewer early genes than late genes. Expression of only 40% of early genes is affected by *fkh* loss (left), whereas expression of 71% of continuously expressed genes (middle) and expression of 100% of late expressed genes are affected by *fkh* loss (right). Importantly, most SG genes start to express during stage 10 or 11 (122/127), and the ‘upregulated later’ group and ‘only late expression lost’ group are the largest groups of Fkh dependent genes in each category, indicating that Fkh regulates more SG genes in late stages.

Analysis of the temporal expression patterns of the SG genes in WT and *fkh* mutants revealed that Fkh affects late gene expression far more than it does early gene expression. SG genes were grouped into three classes based on their WT expression pattern (Figure 2C). “Early expressed genes” (59 genes) included those expressed beginning at stage 10, when Fkh protein is initially detected, and ending at around stage 13. “Continuously expressed genes” (63 genes) were expressed beginning at stage 10 or 11 and continuing through embryogenesis. The “late expressed genes” (5 genes) were expressed beginning after stage 12 and continuing through embryogenesis. 73% (46/63 genes) of continuously expressed genes and 100% (5/5 genes) of late expressed genes were dependent on Fkh for their expression (Figure 2D), whereas only 41% (24/59 genes) of early expressed SG genes were affected by *fkh* loss (Figure 2D).

Further analysis revealed additional subtlety in how the early and continuously expressed classes of genes were affected by *fkh* loss. Early expressed genes affected by *fkh* loss could be classified into three groups, ‘decreased’, ‘upregulated later’ and ‘decreased and upregulated later’ (Figure 2D and 3A–D). Continuously expressed Fkh dependent genes could be classified into two groups, ‘decreased’ and ‘only late expression lost’ (Figure 2D and 3E–G). All late expressed genes were similarly affected by loss of *fkh* and showed decreased expression (Figure 2D and 3H). The variety of expression changes in *fkh* mutants suggests that Fkh can both activate and repress gene expression and that SG genes are differentially regulated between early and late stages of development.

**Figure 3:**
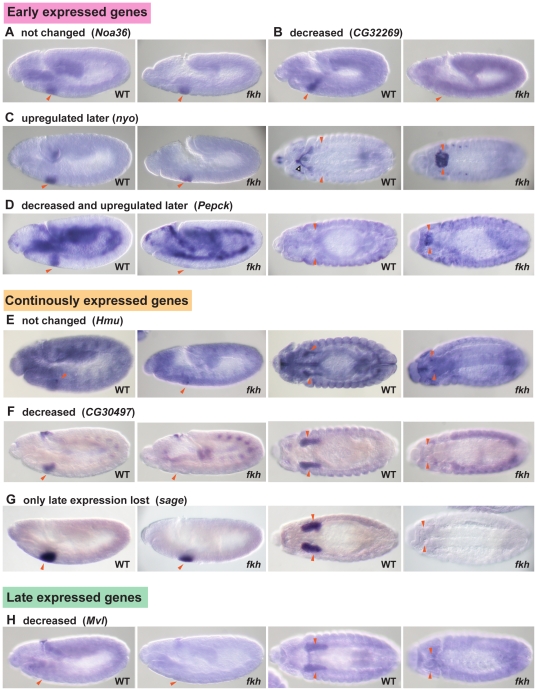
Six groups of *fkh* dependent genes. In situ hybridizations of examples from each group of SG genes is shown for WT and *fkh* mutants. The *fkh* mutants are homozygous for *Df(3L)H99*, which blocks the SG cell death associated with *fkh* loss. Red arrowheads indicate the SGs. Blank arrowheads indicate the salivary duct. (A,B) Lateral views of WT and *fkh* embryos at stage 11 are shown. (C–H) Left two panels show lateral views of WT and *fkh* embryos at stage 11. Right two panels show ventral views of WT and *fkh* embryos at stage 13/14. SGs remain on the ventral surface of *fkh* mutants. (A) Fkh does not affect expression of most early SG genes, including *Noa36*. (B) Expression of eight early SG genes was significantly reduced in SGs of *fkh* mutants, as shown with *CG32269*. (C) Fourteen early genes affected by loss of *fkh* showed higher levels of expression in late embryonic SGs. This group included *trh* and *nyo*, which are initially expressed throughout the SG and duct primordia but that subsequently become restricted to the duct in WT embryos. (D) Two early expressed SG genes showed decreased expression at early stages and increased expression at late stages, as shown for the *Pepck* gene. (E) Expression of 27% of continuously expressed SG genes was unaffected by *fkh* loss. The *Hmu* gene is an example of this class. *Hmu* transcripts localize to the apical domains of SG cells. (F) 30% of continuously expressed SG genes showed reduced expression at all stages in *fkh* mutants, as seen with *CG30497*. (G) Many continuously expressed genes were unaffected at early stages but showed reduced expression at late stages, including the bHLH transcription factor gene *sage*. (H) All five late expressed SG genes were affected by loss of *fkh*, as observed with *Mvl*.

The ‘decreased’ group of early expressed genes (eight genes) includes those whose expression was significantly reduced or gone in the SGs of *fkh* mutants (Figure 3B). These genes are good candidates for direct regulation by *fkh*; moreover, their early transient expression also suggests a potential role in SG morphogenesis. The ‘upregulated later’ group of early expressed genes (14 genes) showed no change in expression in SGs between WT and *fkh* mutants at stage 11; however, expression persisted much longer in *fkh* mutants than in WT (Figure 2D and 3C), suggesting repression by Fkh at later stages. Interestingly, four transcription factor-encoding genes are included in this group (Figure 2B). One of these genes was *trachealess* (*trh*), which encodes a bHLH-PAS transcription factor required for the development of the salivary gland ducts [34]. As observed with other known duct genes, *trh* is expressed initially in both the duct and secretory gland primordia until stage 12 when Fkh downregulates its expression in the secretory cells [34], [35]. Another gene in the ‘upregulated later’ group, *nyobe* (*nyo*) [36] showed an expression pattern similar to that of *trh*, although its expression persisted in the proximal secretory cells in WT SGs to stage 13 (Figure 3C). Two possibilities exist for regulation of *nyo* by Fkh: (1) like *trh*, *nyo* could be repressed by Fkh in late secretory cells or (2) *nyo* expression in duct cells could be activated by Trh and only indirectly repressed by Fkh. The remaining genes in the ‘upregulated later’ group are not expressed in the duct or duct primordia, suggesting that Fkh also represses late expression of a subset of early secretory cell specific genes, including other transcription factor genes. Expression of the ‘decreased and upregulated later’ group of early SG genes (two genes) was decreased or diminished at stage 11 but was also detected in SGs of *fkh* mutants at stage 13, when expression of these genes in WT SGs had disappeared (Figure 2D and 3D).

Salivary gland expression of the 19 continuously expressed genes in the ‘decreased’ group was either significantly decreased or gone at all stages in *fkh* mutants (Figure 2D and 3F). These genes are also good candidates for direct regulation by Fkh. Among this group of targets is *PH4αSG2*, which encodes an ER enzyme whose expression has been shown to be directly activated by Fkh [28]. The ‘only late expression lost’ group of continuously expressed genes (27 genes) is likely to include both direct and indirect Fkh targets (Figure 2D and 3G). An example of a direct target in this group is *CrebA*, which encodes a bZip transcription factor required for increased secretory capacity [29], [37]. *CrebA* expression is initially activated by the same transcription factors that activate *fkh* expression in the SG - Scr, Exd and Hth. Both CrebA and Fkh subsequently become directly dependent on Fkh for their maintained expression, since expression of Scr, Exd and Hth disappears early as the SG cells begin to invaginate [25], [29], [30]. Examples of likely indirect targets in the ‘only late expression lost’ group are 18 genes whose expression is also downregulated in *CrebA* mutants, based on in situ and/or microarray analysis [29], [37]. Twelve CrebA target genes in the ‘only late expression lost’ group have been categorized as being involved in secretion and endocytosis based on Gene Ontology assignments, including *baiser* (*bai*) (Figure 4A), which encodes a p24 protein family member involved in ER-Golgi transport [38]( Table S1). Given previous findings that Fkh directly maintains CrebA expression in the SG [29] and that CrebA has been shown to directly regulate expression of most secretory genes [37], Fkh may affect expression of these genes only indirectly by maintaining CrebA expression. Importantly, the secretory pathway genes that are also regulated by CrebA represent a large proportion of the ‘only late expression lost’ group.

**Figure 4:**
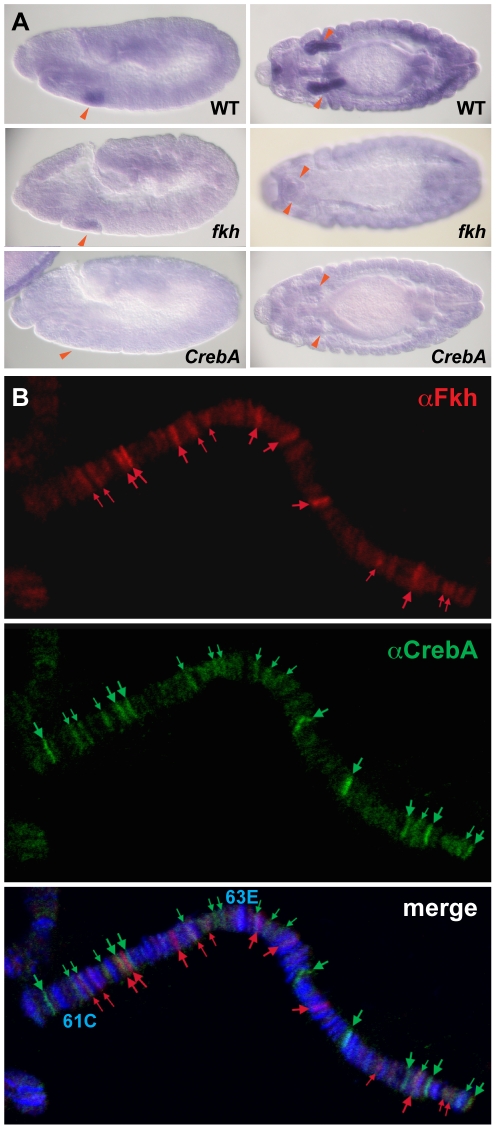
Fkh regulates some SG genes indirectly through maintaining CrebA expression. (A) In situ hybridization of the *baiser* gene in WT, *fkh H99*, *CrebA* mutants. As shown here with *baiser*, many genes whose SG expression disappears only in late *fkh* mutants require CrebA for their SG expression at all times. Red arrowheads: SGs. (B) Fkh and CrebA bind different sites on SG polytene chromosomes, suggesting that regulation of target genes does not involve cooperative regulation by Fkh and CrebA. Red: αFkh, green: αCrebA, blue: DAPI.

Since the *C.elegans* Fkh/FoxA homolog PHA-4 is thought to directly activate expression of most or perhaps all pharyngeal-specific genes [23], [39], we asked if CrebA and Fkh might cooperate to directly maintain expression of their target genes in the SG. Since both genes are normally expressed in the larval SG, we simply stained larval SG polytene chromosomes with CrebA and Fkh antibodies and asked if the two proteins bind an overlapping set of sites. As shown in Figure 4B, there is very little overlap in the sites bound by CrebA and Fkh, suggesting that Fkh plays no direct role in the regulation of CrebA SG target genes.

In summary, our large scale in situ analysis reveals that Fkh plays a major role in maintaining SG fate and physiological activity. Fkh affects the majority of SG genes (59%) and loss of *fkh* leads to both decreases and increases in SG gene expression. Our analysis also identified a large number of new Fkh dependent genes, which encode proteins implicated in a wide variety of functions. Furthermore, we found that Fkh regulates the expression of far more genes at late stages than at early stages. This can be explained by a model wherein Fkh regulation of many SG genes is indirect and through its role in maintaining the expression of other SG transcription factors such as CrebA.

### Fkh is not an “organ-specifying” gene

Our large scale in situ analysis revealed that Fkh affects the expression of 59% of SG genes. In contrast, the hox protein Scr, which functions upstream of Fkh, is required for expression of every SG gene that has been tested [24], [40], [41], [42]. Moreover, Scr over-expression using a heat-shock inducible promoter results in the formation of additional SGs in more anterior regions of the embryo (parasegments 0 and 1) [43]. To ask if Fkh can also drive formation of additional SGs, we expressed either Scr or Fkh throughout embryos using UAS-Gal4 system [44]. Consistent with previous findings [43], Scr expressed under the control of the tubulin-Gal4 driver resulted in formation of extra SGs in the head region (Figure 5E, F). Staining of these embryos with antibodies to CrebA and Crb revealed that these extra SGs invaginated and formed epithelial lumens. Transient CrebA expression without Crb signal was also observed in all other embryonic segments at early stages (Figure 5D,E). In contrast, Fkh expression driven by the tubulin-Gal4 driver did not result in the formation of SGs in additional segments (Figure 5G–I), even though CrebA was weakly induced throughout the embryo (Figure 5H). The only additional cells that expressed persistent high level CrebA were the salivary duct primordia, consistent with the previously described role for Fkh in shutting off duct specific gene expression [35]. Unexpectedly, *fkh* overexpression throughout the embryo arrested SG development and disrupted germband retraction (Figure 5I). These data reveal that, unlike Scr, Fkh is insufficient to drive SG formation on its own.

**Figure 5:**
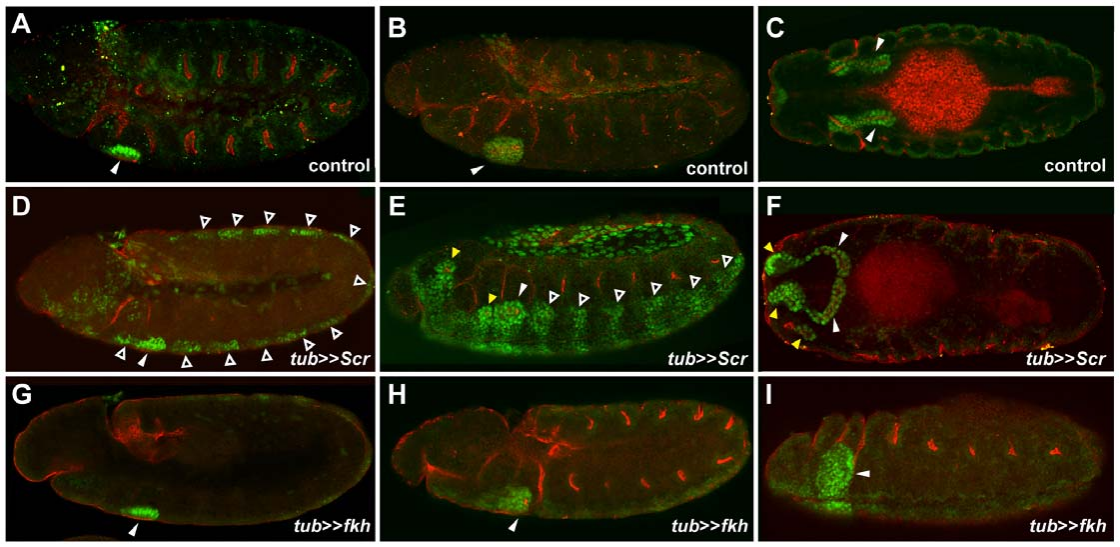
Fkh overexpression does not induce SGs in additional embryonic segments. Embryos were immunostained with αCrebA (Green) and αCrb (red). (A–C) SGs form in only parasegment 2 (PS2) in wild type (not shown), *tubulin(tub)-Gal4*/+ (A–C) or UAS-*fkh*/+ (not shown) control embryos (white arrowheads). (D–F) *tub-Gal4* driven expression of UAS-*Scr* results in transient upregulated expression of CrebA in almost every segment of the embryo (open arrowheads). Only the high-level CrebA expressing cells of parasegments 0 and 1 invaginate and make SGs (yellow arrowheads) in addition to the endogenous glands in parasegment 2 (white arrowhead). (G–H) *tub-Gal4* driven expression of UAS-*fkh* activates very low-level expression of CrebA in almost all segments of the embryo but does not result in the formation of additional glands. High-level expression of Fkh also disrupts invagination of the glands that normally form in PS2 (white arrowhead).

### Microarray studies of whole embryos reveal new roles for Fkh

Our in situ hybridization analysis identified a large number of Fkh-dependent SG genes; this analysis will have missed many Fkh targets, however, since the BDGP expression datasets are incomplete (only about 1/3 of the genome is represented so far) and because the in situ hybridization analysis cannot identify genes that might normally be repressed in the early SG by Fkh. Thus, to identify additional *fkh* downstream target genes, we performed a microarray analysis comparing the expression profiles of WT and *fkh* stage 11 embryos. 

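Transcripts of whole stage 11 embryos were measured in 3 independent collections of wild type (Oregon R) and 3 independent collections of fkh6 mutants, with 1 Affymetrix Drosophila Genome 2.0 array for each collection. The embryos passed through an embryo sorter before total RNA was extracted, amplified and labelled with biotin. The authors normalized the arrays with RMA in Partek, which corrects for background, gives all arrays the same distribution of intensities and summarizes the probes of each probe set on the log2 scale. The values used here are these log2 values for 18769 probe sets. Median values were 5.36 in each of the 3 wild type arrays, and 5.38, 5.42 and 5.45 in fkh replicates 1, 2 and 3. Of the probe sets, 13647 named 1 gene, 402 named several genes and 4720 had no gene named in the annotation used, so that 11982 genes were covered. The number of arrays limits the precision of every value.
Collections of fkh mutants differed more from each other than those of wild type. The median SD of a probe set was 0.0751 among wild type arrays and 0.146 among fkh arrays, in log2 units. Transcripts that mothers load into the egg also varied: the 19 measured maternal axis genes were all higher in fkh replicate 2 than in fkh replicate 3, by a mean of 1.10 in log2 units (standard error over genes 0.23). The fkh transcript itself was 1.40-fold higher in the mutants (10.21 ± 0.08 in wild type and 10.70 ± 0.11 in fkh, log2, SD, n = 3 arrays each; adjusted p = 0.012 from limma). Groups were compared with limma, with p-values adjusted over all probe sets by the Benjamini-Hochberg method, and a probe set was called changed at an adjusted p under 0.05 and a fold change over 1.4 in either direction. The rise of fkh lies at this fold minimum, and its call was lost without wild type replicate 2 or without fkh replicate 1. Where a gene had several probe sets, its value comes from the brightest over all 6 arrays. Gene lists were written before the data were examined but after the paper's Table S2, which holds results of the same arrays, had been seen, so they were not blind to the outcome. Each was compared with the other genes by the camera test of limma with a preset correlation between genes of 0.01. Of 38 lists with at least 5 measured genes, 16 had an adjusted p under 0.05 and none did when the correlation was estimated from these arrays.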

From the microarrays, we discovered 1102 down-regulated genes (with a fold change <−1.4, P<0.05) and 1087 up-regulated genes (with a fold change >1.4, P<0.05) in *fkh* mutants compared to WT (Table S2). 

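The 5 largest rises by fold were in genes of cuticle-forming epithelia and muscle with low signal in wild type. Osi6 and Osi15, members of the Osiris family of proteins made in such epithelia, were 262-fold and 107-fold higher in fkh mutants. Osi6 was at 4.24 ± 0.22 in wild type and 12.27 ± 2.19 in fkh (log2, SD, n = 3 arrays each). The muscle LIM protein gene Mlp60A was 80.8-fold higher, the cuticle protein gene Cpr51A 63.1-fold higher and the myosin light chain gene Mlc1 57.6-fold higher (adjusted p = 2.6e-04, 2.5e-05 and 2.8e-04 from limma). Wild type values of these 5 genes were below the median of all probe sets (5.36), as were those of 58 of the 81 probe sets higher by over 10-fold. Whether such values exceed background was not tested, so these folds and their order depend on the background of the array. They also depend on single arrays: Osi6 was 629-fold higher without fkh mutant replicate 3 and 162-fold without fkh mutant replicate 2, and Osi15 was 184-fold higher without fkh mutant replicate 3. The other 2 probe sets of Mlp60A were not called. Older fkh collections may also raise such genes and were not told apart here from an effect of the mutation. The largest falls were in Jon44E, a serine protease of the gut, which was 36.7-fold lower (9.99 ± 0.05 in wild type and 4.80 ± 0.08 in fkh, log2, SD, n = 3 arrays each), and in the antimicrobial peptide gene Drsl5, which was 19.0-fold lower. The ubiquitin ligase gene sina was 16.5-fold lower, the cytochrome P450 gene Cyp6a8 13.5-fold lower and the zinc finger gene jim 9.83-fold lower (the other 2 probe sets of jim, of low signal, were not called). Large falls were unevenly spread over the chromosomes: arm 3L held 40.6% of the probe sets lower by over 4-fold and 19.7% of all tested. Sequence differences between the fkh6 chromosome and that of Oregon R may therefore account for part of such falls, which was not tested for single genes.
In all, 1151 probe sets were called lower and 1162 higher in fkh mutants by limma with adjusted p, which corresponds to 945 genes lower and 935 higher with 1 probe set per gene. At the threshold of the paper's methods, an unadjusted p under 0.05 and a fold change of 1.4, 1286 probe sets were lower and 1470 higher. Large changes were mostly rises: 683 called probe sets were higher by over 2-fold and 264 lower, and 81 were higher by over 10-fold and 6 lower. In every called probe set the 3 fkh arrays did not overlap the 3 wild type arrays, which was so in 38.6% of all probe sets and is given by chance in 10%. With 3 arrays in each group the call itself nearly requires this, so it is no further evidence for called probe sets. The split between rises and falls depended on the scaling of the arrays. With the values as normalized by the authors, 50.2% of the calls were rises, with a median change over all probe sets of -0.08 in log2 units. After cyclic loess these were 65.3% and 0.0057, and after scaling to ribosomal protein probe sets 73.8% and 0.09. The last setting made the median level of 41 ribosomal protein genes equal in all arrays. It did not hold the single genes level: their median log2 fold change was -0.0037 before it and 0.16 after it. Values after it therefore show the effect of a nearly constant shift, and not of a better normalization. A test that does not pool the spread across probe sets gave 538 lower and 406 higher, and the counts were 759 and 696 without wild type replicate 1, 705 and 668 without wild type replicate 3, and 761 higher without wild type replicate 2. Of 144 named genes that were called, 57 lost the call in that test and 30 to 38 when 1 wild type array was left out.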

To validate the microarray data, we selected a set of both down-regulated and up-regulated genes from the microarray data and performed in situ hybridization analysis of these genes in WT and *fkh* mutant embryos. Five of the seven down-regulated genes we tested had notably reduced expression and five of the nine upregulated genes we tested had notably higher expression in *fkh* mutant embryos (examples are shown in Figure 6A). These findings indicate that the microarray approach can identify new Fkh dependent genes in the SG and many additional cell types in which this transcription factor is expressed.

**Figure 6:**
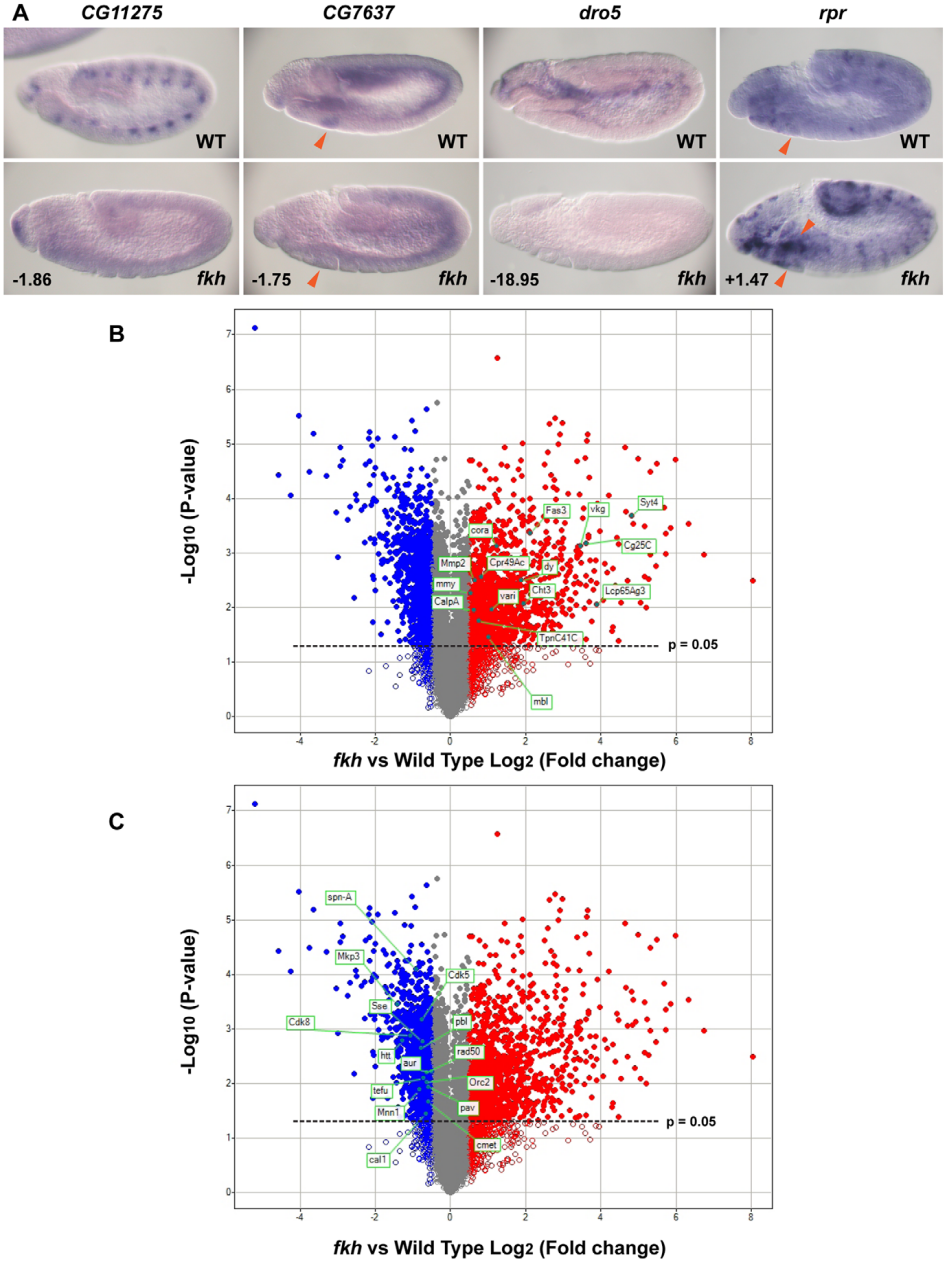
Microarray analysis suggests a role for Fkh in terminal differentiation and endoreplication. (A) Genes identified as both downregulated and upregulated by microarray analysis show the expected expression changes in WT versus *fkh* mutant embryos when examined by whole mount in situ hybridization. *CG11275*, *CG7637* and *dro5* all had notably reduced expression in *fkh* mutant embryos, whereas *rpr* expression was notably higher in *fkh* mutants. The numbers indicate the fold-change of each gene. Red arrowheads: SGs. (B) Volcano plot shows genes whose expression is significantly downregulated (blue filled circles) and upregulated (red filled circles) in *fkh* mutant embryos. Genes whose expression changed but with P-values greater than 0.05 are shown with open circles. Highlighted in green are examples of upregulated genes in *fkh* mutants. Chitin related: *Cht3*; cell junction and synapse: *Syt4*, *Fas3*, *cora*, and *vari*; cuticle: *dy*, *Lcp65Ag3* and *Cpr49Ac*, ECM: *Cg25C*, *vkg*, *mmy*, and *Mmp2*; muscle: *mbl*, Calcium: *CalpA* and *TpnC41C*. (C) The same volcano plot is shown in B with downregulated genes involved in chromosome metabolism and cell cycle progression highlighted in green.

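The 3 genes of Fig. 6A that could be measured were all lower in fkh mutants on the arrays. Transcripts of dro5 (now Drsl5), which encodes a peptide of the antifungal drosomycin family, fell from 10.42 ± 0.45 in wild type to 6.17 ± 0.10 in fkh (log2, SD, n = 3 arrays each; adjusted p = 9.1e-05 from limma). CG11275 was 1.86-fold lower (log2 fold change -0.89, standard error 0.12, adjusted p = 0.0042), and CG7637 (now Nop10), which encodes a protein of the particles that modify ribosomal RNA, was 1.75-fold lower (log2 fold change -0.81, standard error 0.10, adjusted p = 0.0028). In each, every fkh array was below every wild type array. The apoptosis gene rpr, which the paper's Table S2 lists as 1.47-fold higher, was not analysed here, since no probe set was named for it. The study chose these genes from the same arrays, so their direction here is not independent evidence.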

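Of the genes highlighted in Fig. 6B, 12 could be measured, and 11 were higher in fkh mutants. None was lower, and the count was also 11 higher when adjusted over the list alone. The collagen IV genes Cg25C (now Col4a1) and vkg, which encode the main network of basement membranes, were 12.2-fold and 10.9-fold higher. Cg25C was at 5.88 ± 0.16 in wild type and 9.49 ± 0.63 in fkh (log2, SD, n = 3 arrays each; adjusted p = 5.7e-04 from limma). The larval cuticle gene Lcp65Ag3 was 14.8-fold higher, with a wide spread among the mutants (4.32 ± 0.01 in wild type and 8.21 ± 1.41 in fkh, SD, n = 3 arrays each), and it was 26.0-fold higher without fkh mutant replicate 1. The chitinase gene Cht3 (annotated as Cht10) was 3.81-fold higher and dy, a membrane protein of cuticle-forming cells, 3.66-fold higher. The junction genes cora and vari rose by 2.33-fold and 2.12-fold, and Cpr49Ac, TpnC41C, Mmp2 and mmy by 1.75-fold, 1.68-fold, 1.55-fold and 1.44-fold. The brightest of 6 probe sets of mbl, a splicing factor of muscle, did not pass the test (log2 fold change 0.11, standard error 0.11, adjusted p = 0.55), and 2 of its dimmer probe sets were called higher, with log2 fold changes of 1.01 and 0.88. The other probe set of Mmp2 was not called. Syt4, Fas3 and CalpA were not analysed here. As a list these genes had a median log2 fold change of 1.15 (camera adjusted p = 9.5e-10, and adjusted p = 0.375 with an estimated correlation). The study picked them from these arrays, so this is not independent evidence of their direction.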

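Among the genes marked in Fig. 6C, 12 could be measured, of which 11 were lower in fkh mutants and none higher, with the same count of 11 when adjusted over the list alone. The count was 6 without wild type replicate 1, 5 without wild type replicate 3 and 7 after ribosomal protein scaling. Transcripts of htt, the fly homolog of huntingtin, and of Cdk8, a kinase of the Mediator complex, were 2.43-fold and 2.10-fold lower. Transcripts of htt were at 8.07 ± 0.04 in wild type and 6.79 ± 0.29 in fkh (log2, SD, n = 3 arrays each; adjusted p = 0.0019 from limma). Falls in genes of chromosome maintenance included Mnn1 (1.79-fold), the ATM kinase gene tefu (1.65-fold) and rad50 (1.56-fold), and the origin recognition gene Orc2 fell by 0.65 on the log2 scale. The other probe set of Mnn1 was not called. Among genes of mitosis and cytokinesis, pbl was 1.73-fold lower, the separase gene Sse 1.66-fold, the centromere gene cal1 1.59-fold and the kinesin gene cmet 1.50-fold lower. Cdk5 was 1.69-fold lower. The brightest probe set of Mkp3 had a log2 fold change of -0.20 (standard error 0.11, adjusted p = 0.25), and its other, dimmer probe set one of -1.43 (adjusted p = 5.7e-04). As a list they had a median log2 fold change of -0.73 (camera adjusted p = 7.3e-06, and adjusted p = 0.459 with an estimated correlation). They were chosen by the study on these arrays, so their direction is not independent evidence; spn-A, aur and pav were not analysed here.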

To ask if the microarray approach was sensitive enough to identify the SG genes we had previously shown to be regulated by Fkh during stage 11, we asked if the Fkh dependent genes identified by in situ analysis were included in the downregulated set identified by microarray. 

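Table S1 lists 29 salivary gland (SG) genes whose early or continuous expression was decreased in fkh mutants by in situ hybridization, and 24 of them were measured on the arrays. At the threshold of the paper's methods, 5 of the 24 were lower in whole fkh embryos, 1 was higher and 18 were not called, and the same numbers were found with adjusted p. The 5 were MFS15, a transporter gene (2.43-fold lower), the uridine kinase gene Uck (1.97-fold), the T-box transcription factor gene mid (1.83-fold), PH4alphaSG2, a prolyl 4-hydroxylase gene of the SG (1.80-fold), and btsz, a synaptotagmin-like gene (1.43-fold). A second probe set of Uck was not called (log2 fold change 0.06, adjusted p = 0.74), nor were 3 dimmer ones of btsz. MFS15 was at 9.36 ± 0.05 in wild type and 8.08 ± 0.17 in fkh (log2, SD, n = 3 arrays each; adjusted p = 5.5e-04 from limma). The gene that was higher was qtc, by 3.30-fold (5.11 ± 0.19 in wild type and 6.83 ± 0.38 in fkh, log2, SD, n = 3 arrays each; adjusted p = 0.0019), and 2 of the 24 were higher without wild type replicate 2 or without fkh mutant replicate 3. Of 46 measured SG genes that Table S1 lists as not changed in situ, 6 were lower and 6 higher. The share called lower, 20.8% of the affected and 13.0% of the not changed genes, gave p = 0.493 in a two-sided Fisher's exact test, so that no difference was detected. The 19 continuously expressed genes among the affected ones had a median log2 fold change of -0.19 (camera adjusted p = 0.254; -0.12 without fkh mutant replicate 2, -0.061 after cyclic loess and -0.029 after ribosomal protein scaling), with 4 lower and 1 higher, over all tests and adjusted over the list alone.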

Most of the 28 SG genes affected by *fkh* loss at this stage did not show significant expression changes in the microarray analysis; seven were downregulated, one was upregulated and 20 were unchanged (Figure S1). This finding suggests that genes that are expressed more broadly and but may be regulated by Fkh in only the SG will be missed by this analysis, which averages gene expression changes over the entire embryo (see, for example, Fig. 3D; Figure S1).

To learn more about the types of genes regulated by Fkh in the entire embryo, we analyzed the microarray data using DAVID [45], [46], a program that identifies functional groups (based on Gene Ontology terms) that are enriched in a given dataset compared with their representation in the entire genome. The DAVID analysis revealed that genes involved in terminal differentiation were significantly enriched in the upregulated data set. Examples of these functional groups include chitin and polysaccharide related genes (enrichment score: 6.74), cell junction and synapse genes (enrichment score: 5.52), cuticle genes (enrichment score: 4.90), extracellular matrix genes (enrichment score: 4.04), and muscle genes (enrichment score: 3.48) (Figure 6B, Table 1). These data suggest a general role for Fkh in repressing expression of genes required for terminal differentiation in early embryos.

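Part of the structural genes of muscle, cuticle, basement membrane and synapse were higher in stage 11 fkh mutants. These arrays could not tell an effect of the mutation apart from fkh collections that were older than the wild type collections. Of 22 measured genes of the sarcomere, the contractile unit of muscle, 12 were higher and none lower (14 higher adjusted over the list alone), with a median log2 fold change of 1.10. Besides Mlp60A and Mlc1, tropomyosin Tm2 was 30.4-fold and myosin light chain Mlc2 23.2-fold higher (43.4-fold without fkh mutant replicate 3 and 15.1-fold without fkh mutant replicate 2). The median was 2.46 without the dimmest probe sets. The camera adjusted p was 2.9e-10 for this list, and the adjusted p = 0.459 with an estimated correlation. Cuticle proteins had 33 of 105 genes higher and 1 lower (38 and 1 adjusted over the list alone), with a median of 0.13 (camera adjusted p = 2.9e-10, and adjusted p = 0.459 with an estimated correlation). The median was 0.045 without fkh mutant replicate 3, 0.069 with array weights, 0.23 after cyclic loess or without fkh mutant replicate 1, 0.30 after ribosomal protein scaling and 0.35 without the dimmest probe sets. TwdlF, TwdlG and TwdlW, of the Tweedle family, were 36.9-fold, 29.2-fold and 24.9-fold higher (TwdlF 80.3-fold without fkh mutant replicate 3 and 23.1-fold without fkh mutant replicate 2), and Cpr47Ee was 1.80-fold lower. In chitin metabolism 17 of 36 genes were higher and 1 was lower (18 and 1 adjusted over the list alone), with a median of 0.55 (camera adjusted p = 1.2e-06, and adjusted p = 0.289 with an estimated correlation). Examples are the chitin-binding protein genes Gasp and obst-A (40.0-fold and 21.5-fold higher), the chitin deacetylase gene serp (20.0-fold) and Cht7 (14.7-fold, and 22.2-fold without fkh mutant replicate 3), while the gut chitin synthase gene Chs2 was 2.68-fold lower.
Basement membrane and extracellular matrix genes had 9 of 15 members higher and none lower, by both counts, the 9 adjusted over the list alone included, with a median of 0.96 (camera adjusted p = 9.5e-10, and adjusted p = 0.375 with an estimated correlation). Glt was 12.1-fold and the integrin ligand gene Tig 8.09-fold higher. Of 22 genes of synapses and neuronal differentiation, 8 were higher and none lower (11 adjusted over the list alone), with a median of 0.51 (camera adjusted p = 2.8e-04, and adjusted p = 0.375 with an estimated correlation). The count was 4 without any 1 of the wild type arrays or without fkh mutant replicate 1, and 12 after ribosomal protein scaling and without fkh mutant replicate 3. They include Syn, Appl, Rab3 and the RNA-binding protein gene fne, at 7.88-fold, 6.59-fold, 6.36-fold (10.4-fold without fkh mutant replicate 3) and 5.78-fold higher. Wild type values of Tm2, Mlc2, TwdlF, TwdlG, TwdlW, obst-A, Cht7, Syn, Appl and Rab3 were below the median of all probe sets, so the size of their folds depends on the background of the array. Septate junction genes did not pass the test as a list: 2 of 18 were higher and 1 was lower, also adjusted over the list alone, with a median of -0.01 (0.07 after cyclic loess and 0.15 after ribosomal protein scaling; camera adjusted p = 0.626). The gene that was lower, the cell polarity gene scrib (1.88-fold lower by its brightest probe set), has 2 dimmer probe sets that were called higher, by 2.41-fold and 1.40-fold. Fas3, a member of this list that the paper's Table S2 gives as 4.35-fold higher, had no named probe set and is not among the 18. Genes of fatty acid synthesis, another group of Table 1, had 5 of 21 members higher and none lower (6 adjusted over the list alone), with a median of 0.13 (camera adjusted p = 0.0047, and adjusted p = 0.554 with an estimated correlation). The count was 3 without any 1 of the wild type arrays, and 6 higher and 1 lower without fkh mutant replicate 1. The median was 0.082 without fkh mutant replicate 1, 0.21 with array weights, 0.23 without fkh mutant replicate 3, and 0.29 after cyclic loess and after ribosomal protein scaling. These were the desaturase genes CG9747 (12.2-fold) and CG9743 (3.66-fold), Elovl7 (8.96-fold), SREBP (1.75-fold) and ACC.
The size of the rises differed among the fkh collections. The mean of the sarcomere genes was above that of wild type by 2.18, 2.56 and 1.54 log2 units in fkh replicates 1, 2 and 3, and of the 81 probe sets higher by over 10-fold, 61 were lowest in replicate 3 among the fkh arrays. From the enrichment of such groups by DAVID among its upregulated genes, the paper proposes that Fkh holds back terminal differentiation genes in early embryos.

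**Figure D1:**
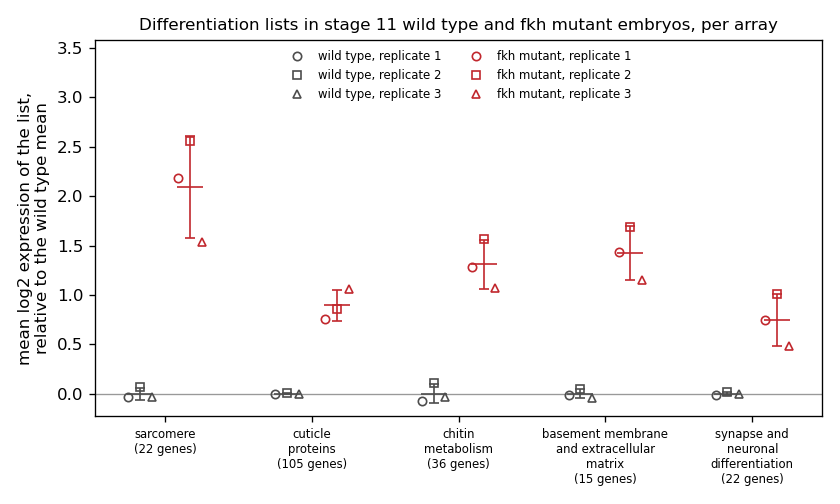
Mean log2 expression of the genes of 5 lists in each of the 6 arrays, relative to the mean of the 3 wild type arrays (horizontal bars, mean; error bars, SD of the 3 arrays). All fkh arrays lie above all wild type arrays in each list, with the sarcomere genes between 1.54 and 2.56 in fkh.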

**Table 1:** Clustering analysis of GO terms for genes upregulated in *fkh* mutants.

Annotation Cluster^a^	Gene Onotology (GO) term	Fold enrichment	P-value
1 (6.74)	Chitin metabolic process	3.6	9.0×10^−9^
	Polysaccharide metabolic process	3.4	1.5×10^−10^
	Aminoglycan metabolic process	3.4	1.4×10^−9^
	Polysaccharide binding	3.0	9.2×10^−8^
	Pattern binding	3.0	9.2×10^−8^
	Chitin binding	3.0	2.7×10^−6^
	Chitin binding protein, peritrophin-A	2.9	1.5×10^−5^
	ChtBD2	2.6	6.8×10^−5^
	Carbohydrate binding	2.4	2.4×10^−6^
	Extracellular region	1.8	3.2×10^−7^
2 (5.52)	Synapse	3.8	8.3×10^−6^
	Cell junction	3.2	1.5×10^−5^
	Cell junction	3.0	9.8×10^−8^
	Synapse	2.9	1.0×10^−6^
	Synapse part	2.8	1.9×10^−5^
3 (4.90)	Structural constituent of cuticle	3.0	1.6×10^−7^
	Structural constituent of chitin-based larval cuticle	2.9	1.1×10^−2^
	Insect cuticle protein	2.8	4.4×10^−6^
	Structural constituent of chitin-based cuticle	2.8	4.4×10^−6^
	Structural molecule activity	1.8	9.1×10^−6^
4 (4.04)	Basement membrane	7.8	1.0×10^−4^
	Extracellular matrix part	7.2	1.8×10^−4^
	Extracellular matrix	4.0	4.2×10^−6^
	Proteinaceous extracellular matrix	4.0	1.0×10^−5^
	Extracellular region part	1.9	7.9×10^−3^
5 (3.98)	Fatty acid biosynthetic process	5.1	2.7×10^−5^
	Lipid synthesis	4.4	8.9×10^−3^
	Fatty acid metabolic process	4.1	9.2×10^−6^
	Organic acid biosynthetic process	3.6	2.1×10^−5^
	Carboxylic acid biosynthetic process	3.6	2.1×10^−5^
	Lipid biosynthetic process	2.3	1.3×10^−3^
6 (3.60)	Plasma membrane part	2.0	3.1×10^−8^
	Integral to plasma membrane	1.6	2.1×10^−2^
	Intrinsic to plasma membrane	1.6	2.5×10^−2^
7 (3.48)	Muscle	13	1.8×10^−5^
	Striated muscle thin filament	13	1.4×10^−4^
	Contractile fiber	10	3.3×10^−12^
	Sarcomere	9.8	1.0×10^−8^
	Contractile fiber part	9.7	3.1×10^−10^
	Muscle protein	9.4	2.4×10^−9^
	Myofibril	9.2	2.5×10^−8^
	Myofibril assembly	7.2	2.0×10^−4^
	Skeletal muscle tissue development	3.7	2.2×10^−3^
	Skeletal muscle organ development	3.3	4.2×10^−4^
	Striated muscle tissue development	3.3	5.3×10^−3^
	Striated muscle cell development	3.2	3.1×10^−3^
	Muscle cell development	3.2	3.1×10^−3^
	Muscle tissue development	3.2	6.2×10^−3^
	Striated muscle cell differentiation	3.1	4.1×10^−4^
	Muscle cell differentiation	2.9	4.6×10^−4^
	Actomyosin structure organization	2.7	4.4×10^−2^
	Actin cytoskeleton	2.3	4.6×10^−3^
	Muscle organ development	2.1	3.4×10^−3^
8 (3.00)	Domain: EF-hand 3	6.6	2.0×10^−5^
	Domain: EF-hand 4	6.1	1.8×10^−3^
	Domain: EF-hand 1	4.9	9.0×10^−5^
	Domain: EF-hand 2	4.9	9.0×10^−5^
	Calcium-binding region 1	4.8	7.8×10^−4^
	Calcium-binding region 2	4.8	7.8×10^−4^
	EF hand	4.8	1.6×10^−2^
	Signal transduction mechanisms / Cytoskeleton / Cell division and chromosome partitioning / General function prediction only	3.3	1.5×10^−2^
	Calcium	2.4	1.9×10^−5^
	Calcium ion binding	2.3	4.1×10^−7^
	EF-Hand 1	2.1	3.2×10^−3^
	EF-Hand type	2.1	3.7×10^−3^
	Calcium-binding EF-hand	2.1	2.2×10^−2^
	EF hand	2.1	2.2×10^−2^
	EF-Hand 2	2.0	1.1×10^−2^
	EFh	1.8	4.5×10^−2^

David analysis reveals a significant enrichment of eight annotation clusters (based on Gene Ontology terms) in the set of genes upregulated in stage 11 *fkh* mutant embryos. Shown are all clusters with enrichment scores ≥3.00

a The enrichment score is shown in parentheses. P<0.05.

DAVID analysis of the genes that were downregulated in *fkh* mutants revealed a significant enrichment of chromosome and cell cycle related genes (Figure 6C, Table 2). Examples of enriched functional groups include DNA metabolic process (enrichment score: 20.20), chromosome (enrichment score: 7.28) and cell cycle (enrichment score: 3.30). These findings suggest an unexpected role for Fkh in cell cycle progression. 

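Part of the genes that copy, repair and segregate chromosomes were lower in fkh mutants, and how many were called depended on single arrays and on scaling. An effect of the mutation was not told apart here from a difference in age between the fkh and wild type collections. Of 33 measured genes of DNA repair and recombination, 17 were lower and 1 was higher (19 and 1 adjusted over the list alone), with a median log2 fold change of -0.50. The translesion polymerase genes Rev1 and PolH were 2.47-fold and 1.85-fold lower and Fancd2, of the Fanconi anemia pathway, 1.99-fold lower (its other, dimmer probe set was not called), while XRCC1 was 1.48-fold higher. Rev1 was at 8.64 ± 0.04 in wild type and 7.34 ± 0.29 in fkh (log2, SD, n = 3 arrays each; adjusted p = 0.0017 from limma). Without wild type replicate 1, 2 or 3 there were 5, 11 and 3 lower genes and none higher, while the median stayed at -0.50, -0.53 and -0.48. After cyclic loess 7 were lower (median -0.34), and after ribosomal protein scaling 6 (median -0.34). The camera adjusted p of this list was 3.7e-05, and the adjusted p = 0.554 with an estimated correlation. In DNA replication 12 of 34 genes were lower and none was higher, with the same 12 adjusted over the list alone and a median of -0.37 (camera adjusted p = 5.0e-05, and adjusted p = 0.554 with an estimated correlation). Only 4 were lower without wild type replicate 1 or 3 (medians -0.37 and -0.30), 7 after cyclic loess (median -0.28) and 3 after ribosomal protein scaling (median -0.20). The primase genes Prim2 and Prim1 were 2.38-fold and 1.81-fold lower and PolE1, the catalytic subunit of DNA polymerase epsilon, 1.74-fold lower. Of 35 genes of mitosis 7 were lower and none higher, with 7 also adjusted over the list alone and a median of -0.25 (camera adjusted p = 2.1e-04, and adjusted p = 0.554 with an estimated correlation). Without wild type replicate 1, 2 or 3, 4, 4 and 3 genes of mitosis were lower (medians -0.24, -0.26 and -0.25), and 3 were lower and 1 higher after cyclic loess (median -0.15) and after ribosomal protein scaling (median -0.087). The largest fall was in ida, a subunit of the anaphase-promoting complex, which was 6.33-fold lower (8.22 ± 0.11 in wild type and 5.56 ± 0.31 in fkh, log2, SD, n = 3 arrays each). Among 14 regulators of the endocycle, the cycle of DNA synthesis without division, 2 were lower and none higher, also adjusted over the list alone. The median was -0.26 (camera adjusted p = 0.027, and adjusted p = 0.554 with an estimated correlation). The 2 were ago, which encodes a ubiquitin ligase subunit that targets Cyclin E (1.69-fold lower), and PCNA, the sliding clamp of DNA polymerase. The count was 4 lower without fkh mutant replicate 1, 3 lower and 1 higher without fkh mutant replicate 3, and 1 lower after ribosomal protein scaling (median -0.098), and the median was -0.15 after cyclic loess. The call of the endocycle list was also lost with array weights (adjusted p = 0.0896), without wild type replicate 3 (adjusted p = 0.0516) and without fkh mutant replicate 3 (adjusted p = 0.17).

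**Figure D2:**
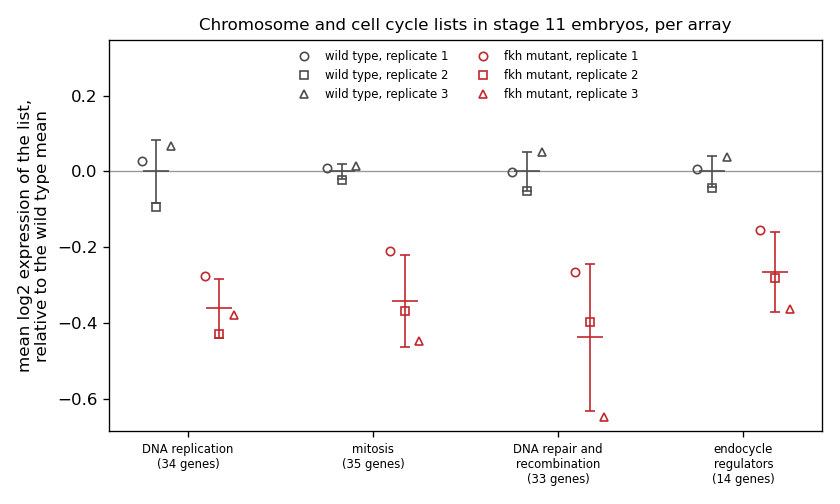
Mean log2 expression of the genes of 4 lists in each of the 6 arrays, relative to the mean of the 3 wild type arrays (horizontal bars, mean; error bars, SD of the 3 arrays). All fkh arrays lie below all wild type arrays in each list, with the genes of DNA repair and recombination at -0.27, -0.40 and -0.65 in fkh replicates 1, 2 and 3.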

Only two of the top ten enriched annotation clusters in the genes downregulated in *fkh* mutants were not related to chromosomes and cell cycle. One enriched cluster was linked to transcription (enrichment score: 3.44) and one was linked to lifespan (enrichment score 3.40).

**Table 2:** Clustering analysis of GO terms for genes downregulated in *fkh* mutants.

Annotation Cluster^a^	Gene Onotology (GO) term	Fold enrichment	P-value
1 (20.20)	DNA repair	5.2	2.7×10^−20^
	Response to DNA damage stimulus	5.0	1.7×10^−21^
	DNA metabolic process	4.1	2.2×10^−27^
	Cellular response to stress	3.4	1.6×10^−14^
2 (7.28)	Chromosome	2.4	4.7×10^−11^
	Chromosomal part	2.4	6.3×10^−9^
	Intracellular non-membrane-bounded organelle	1.5	5.2×10^−6^
	Non-membrane-bounded organelle	1.5	5.2×10^−^^6^
3 (5.23)	Nuclear chromosome	3.4	1.7×10^−^^6^
	Nuclear chromosome part	3.4	5.2×10^−^^6^
	Nuclear chromatin	2.7	2.3×10^−^^2^
	Chromosomal part	2.4	6.3×10^−^^9^
4 (4.34)	DNA recombination	5.6	3.3×10^−^^9^
	Reciprocal meiotic recombination	3.6	1.0×10^−^^2^
	Meiosis I	3.0	2.7×10^−^^3^
5 (3.77)	Nucleoside binding	1.5	9.1×10^−^^6^
	ATP binding	1.5	9.7×10^−^^6^
	Adenyl ribonucleotide binding	1.5	1.1×10^−^^5^
	Adenyl nucleotide binding	1.5	1.3×10^−^^5^
	Purine nucleoside binding	1.5	1.7×10^−^^5^
	ATP-binding	1.5	3.4×10^−^^4^
	Purine nucleotide binding	1.4	2.1×10^−^^4^
	Ribonucleotide binding	1.4	2.6×10^−^^4^
	Purine ribonucleotide binding	1.4	2.6×10^−^^4^
	Nucleotide binding	1.3	5.0×10^−^^4^
	Nucleotide-binding	1.3	1.9×10^−^^2^
6 (3.48)	Double-strand break repair via homologous recombination	8.8	1.2×10^−^^3^
	Recombinational repair	8.8	1.2×10^−^^3^
	Double-strand break repair	7.1	1.5×10^−^^7^
7 (3.44)	DNA binding	1.8	7.5×10^−^^11^
	DNA binding	1.8	7.8×10^−^^6^
	Regulation of transcription from RNA polymerase II promoter	1.7	1.2×10^−^^2^
	Nucleus	1.6	6.1×10^−^^7^
	Transcription	1.6	9.0×10^−4^
	Transcription regulation	1.6	1.1×10^−3^
	Transcription	1.5	1.8×10^−3^
	Regulation of transcription	1.4	2.2×10^−4^
	Transcription regulator activity	1.3	1.4×10^−2^
	Regulation of RNA metabolic process	1.3	3.4×10^−2^
	Regulation of transcription, DNA-dependent	1.3	4.7×10^−2^
8 (3.40)	Aging	2.5	3.9×10^−4^
	Determination of adult life span	2.5	3.9×10^−4^
	Multicellular organismal aging	2.5	3.9×10^−4^
9 (3.30)	Female meiosis chromosome segregation	4.4	4.5×10^−5^
	Meiotic chromosome segregation	3.5	3.1×10^−5^
	Female meiosis	3.3	2.8×10^−5^
	Meiosis I	3.0	2.7×10^−3^
	Chromosome segregation	2.7	5.1×10^−6^
	Spindle organization	1.8	2.2×10^−3^
	M phase of meiotic cell cycle	1.8	2.8×10^−3^
	Meiosis	1.8	2.8×10^−3^
	Meiotic cell cycle	1.8	3.2×10^−3^
	Microtubule cytoskeleton organization	1.7	9.3×10^−4^
	Mitotic spindle organization	1.7	1.3×10^−2^
	Cell cycle	1.6	5.4×10^−5^
	Cell cycle process	1.6	5.7×10^−5^
	Cell cycle phase	1.6	3.0×10^−4^
	Microtubule-based process	1.6	1.6×10^−3^
	Mitotic cell cycle	1.6	1.8×10^−3^
	M phase	1.5	5.9×10^−4^
	Cytoskeleton organization	1.4	6.1×10^−3^
10 (3.21)	Non-recombinational repair	9.9	4.7×10^−3^
	Double-strand break repair via nonhomologous end joining	9.3	3.5×10^−2^
	Telomere capping	8.2	8.7×10^−3^
	Non-homologous end-joining	7.5	1.1×10^−2^
	Telomere maintenance	7.4	6.8×10^−6^
	Telomere organization	7.4	6.8×10^−6^
	Anatomical structure homeostasis	4.0	2.1×10^−5^
	Homeostatic process	2.0	1.3×10^−3^

David analysis reveals a significant enrichment of ten annotation clusters (based on Gene Ontology terms) in the set of genes downregulated in stage 11 *fkh* mutant embryos. Shown are all clusters with enrichment scores ≥3.00

a The enrichment score is shown in parentheses. P<0.05.

### Fkh is required for polytenization of embryonic tissues

The microarray data suggested a potential role for Fkh in activating genes required for cell cycle progression. Interestingly, most larval tissues cease normal mitotic divisions relatively early in embryogenesis; larval cells grow by increases in cell size rather than cell number. Indeed, by embryonic stage 11, only the larval neuroblasts continue to proliferate. All other larval tissues, including the SG, undergo the process of endoreduplication, wherein the DNA replicates but the DNA strands do not separate. This process leads to the formation of polytene chromosomes, a well-known feature of the larval SGs. The large polytenized chromosomes provide templates for the synthesis of RNAs and corresponding proteins that are required in the larger larval cells. The patterns of endoreduplication in embryos, which have been determined by assaying BrdU encorporation [47], correspond quite well with the pattern of Fkh expression; endoreduplication occurs in the SG, anterior and posterior midgut (AMG and PMG), hindgut (HG) and Malpighian tubules (MT), embryonic tissues that express high levels of Fkh (Figure 1A). To ask if Fkh is required for endoreduplication, we carried out BrdU labeling of WT and *fkh* embryos, which marked not only the proliferating CNS cells but also the endoreplicating cells of the SGs, midgut, hindgut, and MTs in WT embryos (Figure 7A). In contrast, *fkh* embryos showed BrdU encorporation only in the CNS revealing that *fkh* is required for endoreplication (Figure 7A). To rule out indirect effects through changes in cell fate, we stained WT and *fkh* mutant embryos with the MT differentiation marker Cut [48]. The MTs of *fkh* mutants stained with Cut about half of the time (Figure 7B) indicating that the failure of MTs to encorporate BrdU, which occurs in 100% of *fkh* mutants, is not due to a change in MT cell fate. Interestingly, the Cut staining also revealed abnormal MT morphologies in *fkh* mutants, indicating a new role for this FoxA protein (Figure 7B).

**Figure 7:**
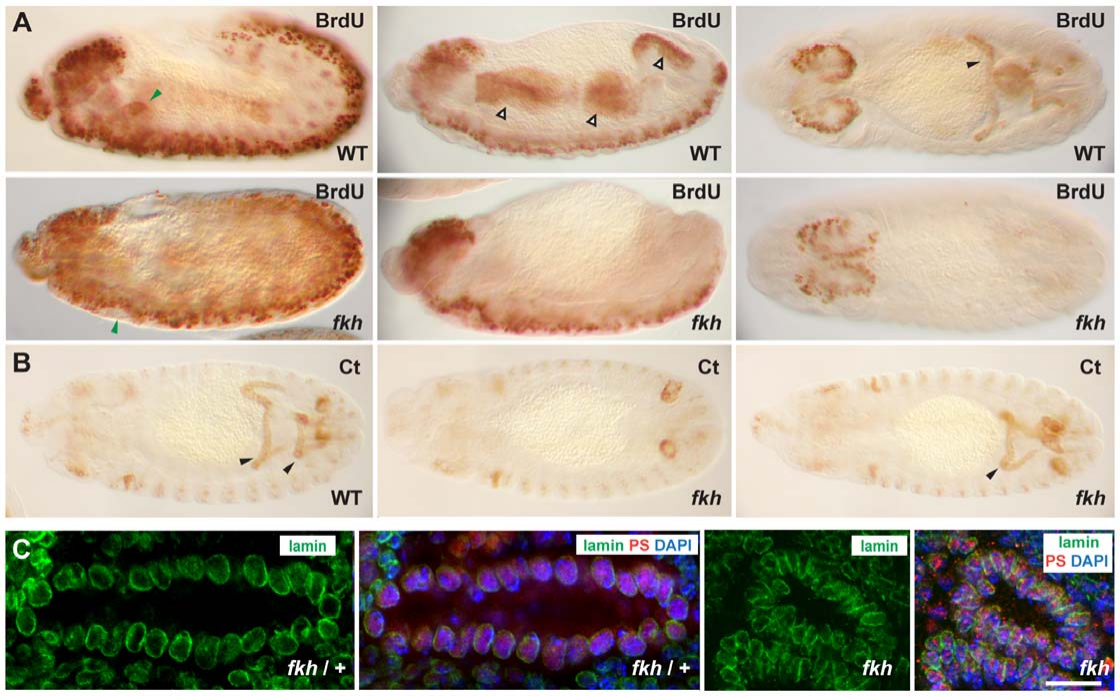
Fkh is required for polytenization in the embryos. (A) The CNS cells of both WT and *fkh H99* mutant embryos undergo normal mitotic cycles throughout embryogenesis and encorporate BrdU. BrdU encorporation is also observed in cells that undergo endocycles in WT embryos (The filled green arrowheads indicate SGs; open arrowheads indicate anterior and posterior midgut and the hindgut; the filled black arrowhead indicates Malpighian tubules). BrdU encorporation is not observed in these tissues in *fkh H99* mutant embryos. (B) Staining of WT and *fkh H99* mutant embryos with the Cut (Ct) antibody, which labels the Malpighian tubules (MTs), reveals that these cells are present in about half of the *fkh H99* mutant embryos, although *fkh H99* mutants showed variable MT defects. Elongated MTs are visible in WT embryos stained with Ct antibodies (left panel). MT staining is absent in some *fkh H99* mutant embryos (middle panel). Other *fkh* mutants show variable defects in MT elongation (right panel). (C) Staining of *fkh H99* heterozygous SGs (two left panels) and *fkh H99* homozygous mutant SGs (two right panels) with nuclear αLamin, αPasilla (SG marker) and DAPI reveals that *fkh H99* heterozygous SG nuclei are larger than *fkh* mutant SG nuclei, consistent with a failure of the *fkh* mutant SGs to undergo normal endocycling. Bar: 10 µm.

Since DNA content correlates with nuclear size, we also stained embryos with a nuclear lamin antibody to outline the nuclear membrane and with Pasilla antiserum [41] to mark SG nuclei, to ask if loss of *fkh* affected SG nuclear size. *fkh* mutant SG nuclei were consistently smaller than those of their heterozygous (wild-type) siblings (Figure 7C), in agreement with a failure of *fkh* mutant SGs to undergo endoreduplication. Thus, the microarray data have revealed a new role for *fkh* in endoreduplication, the process required to create the polytenized chromosomes of larval tissues.

## Discussion

In this work, we used genome-wide approaches to identify the transcriptional targets of the *Drosophila* FoxA protein Fkh in the SG and entire embryo. The in situ analysis revealed that Fkh plays a major role in maintaining SG cell fate and affects expression of the majority of SG genes (∼59%). Through the detailed analysis of expression changes, we learn that Fkh both upregulates and downregulates SG gene expression and that regulation of many SG target genes is indirect. We also show that Fkh is not sufficient to drive SG development on its own, a finding consistent with a role in maintaining but not specifying the SG fate. Our whole embryo microarray experiments comparing transcripts from early WT and *fkh* mutant embryos revealed two unexpected findings: (1) that Fkh represses inappropriate expression of terminal differentiation genes in early embryos and (2) that Fkh is required for endoreduplication in the SGs and in other Fkh expressing tissues.

### Role of the FoxA proteins PHA-4 and Fkh in organogenesis

The findings from our in situ analysis of *fkh* versus wild type SGs suggest an alternative paradigm for how FoxA proteins regulate organ-specific gene expression. There are profound differences in how the fly FoxA protein Fkh regulates SG gene expression and how the worm PHA-4 regulates pharyngeal gene expression; however, there are some similarities. Both PHA-4 and Fkh regulate many tissue-specific genes; PHA-4 regulates 100% of pharyngeal genes and Fkh affects expression of the majority of SG genes (59%). Both PHA-4 and Fkh regulate expression of other transcription factors that contribute to tissue formation and/or physiological activity. For example, both proteins activate expression of bHLH proteins that work with them to activate expression of tissue-specific downstream target genes; HLH-6 in the case of PHA-4 [49], [50] and Sage in the case of Fkh [28]. Finally, both FoxA proteins also repress expression of transcription factors that are linked to alternative cell fates; PHA-4 represses expression of the ectodermal regulator LIN-26 and Fkh represses expression of Trachealess (Trh), a key factor in salivary duct formation [34], [51].

Our findings also reveal that PHA-4 and Fkh play different roles in the two organs. Fkh plays a major role in maintaining and implementing the SG cell fate. This role is critically important in this organ since the factors that initiate the SG cell fate – Scr, Exd and Hth – disappear shortly after the glands begin to form [25]. Fkh maintains cell fate, in large part, by maintaining its own expression as well as the expression of at least two other SG-specific transcription factors – CrebA and Sage. Fkh implements the SG cell fate decision by regulating genes required for morphogenesis and by collaborating with other tissue specific factors, such as Sage, to activate SG specific enzymes and gene products [28] (A. Vaishnavi et al., in prep.). Fkh is neither necessary nor sufficient to specify the SG, whereas loss-of-function and overexpression experiments suggest that PHA-4 is both necessary and sufficient to specify, maintain and implement pharyngeal cell fates [20], [21], [51]. Thus, it is not surprising that 100% of pharyngeal genes will be affected by loss of *pha-4*; similar changes in SG gene expression are observed with the loss of *Scr*, the hox gene that specifies the SG.

Finally and importantly, many of the genes affected at late stages are likely to be only indirectly regulated by Fkh. This is certainly the case for most, if not all, of the SG transcriptional targets of the CrebA transcription factor, which mediates high-level secretory capacity by upregulating genes encoding components of secretory organelles [29], [37]. Evidence for indirect regulation of these genes by Fkh through CrebA includes the following: (1) Fkh is required only for late expression of secretory genes, whereas CrebA is required at all stages [29]. (2) Fkh is required to maintain but not initiate CrebA expression in the SG [29]. (3) In vitro binding studies and in vivo expression studies reveal that CrebA binding sites are required for expression of secretory pathway genes [37]. (4) In the larval SG, endogenous Fkh and CrebA bind to largely non-overlapping sites, suggesting that binding of these factors is not interdependent and that they do not work together to activate target genes (Figure 4B). (5) Ectopic expression of CrebA alone is sufficient to induce high-level secretory gene expression in multiple other cell types, including in the trachea, salivary duct, midline glia and ectodermal stripes, tissues that do not express Fkh [37].

Discovering profound differences in both the role and mode of action of FoxA proteins in these two simple models provides alternative paradigms for considering how the mammalian proteins function in the many cell types in which they are expressed and required. Already, studies suggest that mammalian FoxA proteins also function at multiple levels at various tissues. During midbrain dopaminergic (mDA) neuron development, Foxa1 and Foxa2 activate the bHLH transcription factor Neurogenin 2, which is required for cell fate specification [3]. The FoxA proteins are also required for mDA differentiation and expression of a tyrosine hydroxylase essential for dopamine production [3]. Similarly, FoxA proteins activate early regulators of embryonic pancreatic development, and function in mature β-cells to maintain glucose homeostasis through regulation of insulin secretion [12], [52].

### Roles of Fkh in entire embryos

Although a comparison between the two large-scale approaches to discovering target genes revealed that the in situ hybridization analysis is a better way to find tissue-specific Fkh targets (for example Fkh-dependent SG genes; Figure S1), the microarray analysis uncovered some unexpected roles for Fkh. This whole-genome, whole-embryo approach revealed that Fkh represses expression of genes associated with terminal differentiation at early embryonic stages and activates expression of genes associated with cell cycle progression. Our studies following up on Fkh activation of cell cycle genes revealed a new role for Fkh in endoreduplication, the modified cell cycles that lead to formation of the giant polytene chromosomes, the most well known of which are those from the larval SG.

To our knowledge, Fkh is the first transcription factor to be linked to endoreduplication in fly embryos. Indeed, the only other factor known to affect this process in larval tissues is Sunspot (Ssp), a zinc finger DNA binding protein that is negatively regulated by Wingless signaling and that promotes endoreduplication in larval salivary glands through activation of E2F-1 and PCNA expression [53]. 

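On the arrays, transcripts of PCNA were at 12.89 ± 0.07 in wild type and 12.32 ± 0.11 in fkh mutants (log2, SD, n = 3 arrays each). This is a 1.48-fold fall (log2 fold change -0.57, standard error 0.09, adjusted p = 0.0059 from limma), and every fkh array was below every wild type array. Among the endocycle regulators, PCNA and ago were called lower, and only 1 gene of that list was after ribosomal protein scaling. Transcripts of ssp were at 10.79 ± 0.06 in wild type and 10.61 ± 0.09 in fkh (SD, n = 3 arrays each), and the log2 fold change of -0.18 (standard error 0.08) did not pass the test (adjusted p = 0.18). E2f1 was not analysed here, since no probe set was named for it.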

Based on our microarray data, expression of *Ssp*, *E2F-1* and *PCNA* are unaffected in *fkh* mutant embryos, suggesting that Fkh affects this process through independent pathways (Table S2). The Notch signaling pathway is required for endoreduplication in the follicle cells of the ovary [54], [55]. Interestingly, Notch is transiently upregulated in SGs in stage 11 embryos [56], just prior to the first round of SG endoreduplication, and our microarray data reveals that one of the Notch ligands, Delta, is downregulated in *fkh* mutants (Table S2). Thus, Fkh may work through Notch signaling or in parallel to Notch to control endocycles. 

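The brightest of the 2 probe sets of Delta did not pass the test: it was at 12.16 ± 0.07 in wild type and 11.75 ± 0.28 in fkh mutants (log2, SD, n = 3 arrays each), a log2 fold change of -0.41 (standard error 0.14, adjusted p = 0.10 from limma). The other, of similar brightness, was 1.76-fold lower in fkh (log2 fold change -0.82, standard error 0.13, adjusted p = 0.0080). Of 15 measured genes of the Notch pathway, 4 were lower and 1 was higher, also adjusted over the list alone. The Notch response genes E(spl)m4-BFM, E(spl)malpha-BFM and E(spl)m5-HLH were 1.68-fold, 1.65-fold and 1.55-fold lower, as was neur, which encodes the ubiquitin ligase that activates Delta. The gene that was higher was fng, a glycosyltransferase that modifies Notch (1.84-fold; 8.05 ± 0.09 in wild type and 8.93 ± 0.08 in fkh, log2, SD, n = 3 arrays each; adjusted p = 9.5e-04). Without any 1 of the wild type arrays, and after ribosomal protein scaling, 2 were lower. As a list the pathway did not pass the test, although the mean of its genes in each fkh array was below that in each wild type array (median log2 fold change -0.13, from -0.26 without fkh mutant replicate 3 to 0.031 after ribosomal protein scaling; camera adjusted p = 0.331).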

Since Fkh is persistently expressed in this tissue, we favor a model in which Fkh endows cells with the ability to undergo endocycles and other signaling events determine when those cycles will occur. Perhaps Wg or Notch signaling control the timing in all cells undergoing endocycles. It will be exciting to learn if Fkh’s role in endoreduplication is conserved in other systems that undergo endoreduplication, including, for example, cancer cells.

## Materials and Methods

### Fly strains

The fly strains used in this study include Oregon R, *fkh^6^*, *Df(3L)H99*, *CrebA^wR23^*, *tub-Gal4*, *UAS-Scr* (R.Mann) and *UAS-fkh*. The *UAS-fkh* construct was generated by PCR amplification of the *fkh* ORF from a cDNA clone using primers that introduced an XhoI site at the 5’ end and an XbaI site at the 3’ end of the amplified product. The amplified product was subsequently cloned into XhoI/XbaI cut pUAST [44]. The UAS-*fkh* construct was introduced into the genome by P-element mediated insertion, with injection services provided by Rainbow Transgenics.

### Large scale in situ hybridization analysis

Salivary gland genes for in situ analysis were chosen from the expression pattern database Release 2 of the Berkeley Drosophila Genome Project (BDGP). The corresponding cDNA clones were obtained from collections maintained in the laboratories of Allan Spradling or Phil Beachy or were purchased from the Drosophila Genome Resource Center (DGCR). Digoxygenin-labelled antisense RNA probes were generated and hybridizations were carried out as described [57]. *Df(3L)H99 fkh^6^* homozygous embryos were distinguished from their heterozygous siblings either morphologically or by the absence of *lacZ* hybridization, which is driven from a *Ubx-lacZ* insert on the TM6B balancer chromosome. For some of the early expressed genes, *fkh^6^* homozygous embryos were isolated prior to hybridization using a COPAS Select embryo sorter (Union Biometrica). Homozygous embryos were sorted based on the lack of GFP signal driven by the Twi-GFP on TM3 balancer chromosome.

### Immunohistochemistry

Embryo fixation and staining were performed as described [58]. The primary antibodies used were rabbit αFkh (1∶1000, a gift from S. Beckendorf), rat αCrebA (1∶500)[59], mouse αCrb (1∶10, Cq4, DSHB), mouse αβ-gal (1∶10000, Promega), mouse αCut (1∶50, 2B10, DSHB), rat αPS (1∶500)[41], rat αBrdU (1∶50, Serotec) and mouse αLamin (1∶100, ADL84.12, DSHB). The fluorescent-secondary antibodies (Invitrogen) were used at a dilution of 1∶500. Confocal images were obtained using an LSM510 Meta confocal microscope (Carl Zeiss).

### Polytene chromosome staining

Late third instar larval salivary gland polytene chromosomes were prepared as described [60], except that the second fixation was 50% glacial acetic acid. Rabbit αFkh (a gift from S. Beckendorf) and rat αCrebA [59] were each used at a dilution of 1∶100 and the secondary fluorescent antibodies (Molecular Probes; Carlsbad, CA) were used at a dilution of 1∶200. Controls included staining WT SG chromosomes with preimmune serum and/or staining with no primary serum (when pre-immune serum was unavailable).

### Microarray experiments to compare WT and *fkh* mutants

Total RNA was isolated from three independent collections of stage 11 WT and three independent collections of stage 11 *fkh^6^* mutant embryos sorted by a COPAS Select embryo sorter (Union Biometrica) as previously described [37], labeled, and hybridized to the *Drosophila* genome 2.0 chip (Affymetrix). Following scanning, intensity values were normalized (Partek Inc: Irizarry et al., 2003a, 2003b). Fkh dependent genes were identified based on a 1.4-fold change in gene expression, with p-value <0.05. This fold change was selected because the change in gene expression is being averaged over the entire embryo, which includes a majority of cells that do not express Fkh. All of our microarray data are MIAME compliant and have been deposited in the GEOarchive, accession number GSE28324.

### BrdU labeling

WT and *Df(3L)H99 fkh^6^* embryos were labeled with BrdU following a modification of the protocol as described [47], [61]. For BrdU uptake, embryos were permeabilized by octane for 5 min, and incubated in 1 mg/ml BrdU (Sigma-Aldrich) in Schneider’s media (GIBCO) for 30 min at room temperature. Embryos were subsequently fixed in a 1∶1 mixture of 3.7% formaldehyde in PBS and heptane for 30 min and devitellinized using methanol. For optimal HRP detection, the labeled embryos were incubated in 2M HCl with 0.1% Tween 20 for 40 min and washed in 0.1M Na Borate to stop the reaction. Immunohistochemistry to detect BrdU was carried out as described above.

## Supporting Information

Figure S1 **Volcano plot of gene expression changes between stage 11 WT and** ***fkh*** **mutant embryos.** Genes whose expression is significantly downregulated in *fkh* mutants are shown with blue filled circles and genes whose expression is sifnificantly upregulated in *fkh* mutants are shown with red filled circles. Genes whose expression changed but with P-values greater than 0.05 are shown with open circles. Highlighted in green are Fkh-dependent SG genes identified by our in situ hybridization analysis.
(TIF)

Table S1 **Summary of the results from the large-scale in situ hybridization analysis of SG genes in** ***fkh*** **mutants.** Column 1 indicates the CG assignment, column 2, the gene name if one has been given, column 3, the cDNA used for the in situ analysis, column 4, if expression changed or not, column 5, how expression changed, if it did, column 5, gene function based on Gene Ontology term assignments, and column 6, whether the gene is known to be a CrebA target or not, based on the microarray analysis [37].
(XLS)

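Table S2 can be set beside the calls made here at its threshold. Of 2363 genes called by limma at an unadjusted p under 0.05 and a fold change of 1.4, 1900 are listed in Table S2 in the same direction (959 lower and 941 higher in fkh) and 2 in the opposite direction. With an equal-variance test that does not pool the spread across probe sets, 2044 genes were called, of which 1900 are listed in the same direction and 1 in the opposite. Across the 1901 genes of Table S2 with a named probe set, the log2 fold changes correlated with those of the paper (Pearson's r = 0.985, Spearman's rho = 0.980, across genes, which are not independent replicates), and 1872 genes had the same sign. For 2183 of the 2189 entries of the table, 1 probe set gave both the fold change and the p of that test to within 0.1%, and of the probe sets found in this way 97.0% also passed an adjusted p under 0.05 from limma at a fold change of 1.4.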

Table S2 **Fkh-dependent genes identified by the microarray analysis.** Column 1 indicates the gene symbol or CG assignment, column 2, the gene name or CG assignment, column 3, fold-change in expression (*fkh* vs WT), and column 4, p-value (*fkh* vs WT) based on three independent samples of WT and three independent samples of *fkh* mutant embryos.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

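Expression in whole stage 11 embryos of wild type (Oregon R) and fkh6 mutants was measured on Affymetrix Drosophila Genome 2.0 arrays, with 3 independent collections of each genotype and 1 array per collection. The values used here are log2 values for 18769 probe sets, which the authors made with RMA in Partek (background correction, quantile normalization and summary of each probe set) and which are not relative to any reference sample. The versions of RMA and Partek are not given in the sources used here. That the log base is 2 was checked on the values, since differences between group means give the fold changes of Table S2 at base 2. No value was filtered out. No detection call was used, so a fold over low signal in either group depends on the background of the array. The number of arrays limits the precision of every value, and embryos of all tissues were pooled, so a change in a few cells is diluted.

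Probe sets were named with an annotation of the array, and the names were brought to current symbols with the RefSeq gene table of assembly GCF_000001215.4 (Release 6), which was also used for chromosome arms and the order of genes along them. Of the probe sets, 13647 named 1 gene, 402 named several and 4720 had no gene named. Probe sets with several genes or none entered the fit and the counts of probe sets, and were left out of values for genes and lists. 1094 genes (9.10%) had more than 1 probe set, and such a gene was represented by the probe set with the highest mean over all 6 arrays. Among the 310 of these genes with any call, 9 had probe sets called in opposite directions.

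The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) over all 6 arrays without covariates. P-values were adjusted by the Benjamini-Hochberg method over all probe sets, and a probe set was called at an adjusted p under 0.05 and a fold change over 1.4. Counts are also given at the threshold of the paper's methods, a p under 0.05 and a fold change of 1.4, for which the paper's text does not name the test. Replicate numbers do not pair the arrays: deviations from the group mean in arrays of the same number correlated at 0.072, 0.073 and -0.079, so the pairing was tried only as an alternative. Gene lists were compared with all other genes by camera (limma) with a preset correlation between genes of 0.01, adjusted over the 38 lists with at least 5 measured genes, with an estimated correlation and fry as alternatives. Fisher's exact test was used for counts of genes. Tables were prepared with Python 3.11.15 and pandas 2.3.3.

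The fit was tested on simulated data with the spread of these arrays, in 20 runs with 200 changed probe sets each. Of changes of 1 in log2 units, 81.5% of the rises and 77.6% of the falls were found, of changes of 2, 96.7% and 94.7%, and of changes of 0.5, 28.2% and 24.0%, with 5.1 false calls per run. A list made to shift was found in 20 of the 20 runs and no other list was called. The simulated noise was independent between probe sets and had the same SD in both groups, unlike the real arrays (median SD 0.0751 in wild type and 0.146 in fkh). These runs therefore do not show how often lists of correlated genes are called falsely.

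The genes named in the text were fixed by a rule before the data were examined, when the paper's Table S2 had been seen. They are the genes that the paper names for the arrays, the 5 genes with the largest rise and the 5 with the largest fall among called probe sets of 1 gene whose groups do not overlap, and in each list up to 4 called members with the largest change and up to 2 called members that go against the median of the list. The few genes outside the rule (ACC, neur, vvl, kni and rib) were chosen after their values were seen. The lists were also written with Table S2 seen, so they were not blind to the outcome. They cover muscle, cuticle, chitin, Osiris and zona pellucida domain proteins, septate junctions, synapses, neuroblasts, glia, extracellular matrix, hemocytes, trachea, epidermis, germ line, maternal and segmentation genes, DNA replication, mitosis, DNA repair, the endocycle, the Notch pathway, apoptosis, endoderm, digestive enzymes, Hox genes, the ecdysone pathway, glycolysis, fatty acid synthesis, ribosomal proteins, histones, heat shock genes, detoxification enzymes, the SG groups of Table S1, and the genes highlighted in Fig. 6.

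The alternatives were an equal-variance test without pooling of the spread, limma with a trend, array weights, cyclic loess, scaling to ribosomal protein probe sets, leaving out the dimmest probe sets, the replicate number as a block, leaving out each array in turn, a fold minimum of 2 or none, 1 probe set per gene, and the mean of all probe sets of a gene. The DAVID analysis of the paper was not repeated. Its in situ hybridization, antibody, BrdU and overexpression experiments were not analysed here.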

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

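The tests of the spread among the fkh arrays and of a trend with intensity were chosen after the values were seen, while the tests of age against wild type, scaling, chromosome arm and other splits were fixed before.

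Signals appeared in 4 gene groups that the paper does not discuss as such. The Osiris family, proteins of cuticle-forming epithelia, had 7 of 24 members higher in fkh mutants and none lower (11 adjusted over the list alone), with a median log2 fold change of 0.76 (camera adjusted p = 2.3e-04, and adjusted p = 0.473 with an estimated correlation), and Osi20 and Osi19 were 26.2-fold and 19.6-fold higher (43.5-fold and 46.5-fold without fkh mutant replicate 3, and Osi19 11.7-fold without fkh mutant replicate 2), both over low signal in wild type. The count was 4 without any 1 of the wild type arrays or without fkh mutant replicate 1, 11 after ribosomal protein scaling, and 14 without fkh mutant replicate 3 (median 1.18), and the median was 2.08 without the dimmest probe sets. Zona pellucida domain proteins, which shape apical membranes and cuticle, had 3 of 11 higher and none lower (5 adjusted over the list alone), with a median of 0.81 (camera adjusted p = 1.8e-04, and adjusted p = 0.459 with an estimated correlation), with pot at 4.71-fold and tyn at 2.44-fold higher. The other called gene is dy (3.66-fold), which is among the paper's genes of Fig. 6B, and the count was 6 without fkh mutant replicate 3 and 7 after ribosomal protein scaling. Of 10 genes of the trachea 3 were higher and none lower, also adjusted over the list alone, with a median of 0.18 (camera adjusted p = 0.0058, and adjusted p = 0.459 with an estimated correlation). These 3, Gasp, serp and verm (10.3-fold), make or modify the chitin of the tracheal lumen and are also members of the chitin list, while the tracheal regulators vvl, kni and rib were not called. The call of this list was lost without fkh mutant replicate 1 (median 0.082, adjusted p = 0.06), and its median was 0.30 with array weights, 0.33 after cyclic loess and 0.34 after ribosomal protein scaling. Glycolysis had 2 of 10 genes higher and none lower (4 adjusted over the list alone), Tpi by 5.04-fold and Eno by 2.89-fold, with a median of 0.60 (camera adjusted p = 0.0063, and adjusted p = 0.554 with an estimated correlation and 0.184 with fry). No glycolysis gene was called without wild type replicate 1, 2 or 3, while 6 were without fkh mutant replicate 3 and after ribosomal protein scaling and 1 was after cyclic loess. The median of glycolysis was 0.35 without fkh mutant replicate 2. In all 4 lists the mean of each of the 3 fkh arrays was above that of each wild type array.

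Part of the genes of muscle, cuticle and matrix, which are made late in embryogenesis, were higher in fkh mutants, with calls of the lists that are lost at an estimated correlation. Cyclic loess, which takes out a trend with intensity between arrays, reversed the direction of weak lists. It left 7 lists (sarcomere, cuticle, Osiris, chitin, zona pellucida domain, synapse and matrix) called by camera at the preset correlation. The lowest mean log2 fold change among them was 0.842 (synapse, standard error over genes 0.226). Loess raised these lists rather than lowering them (sarcomere mean 2.095 before and 2.22 after), by little beside the rises themselves. So it shows only that the trend fitted by loess did not make these rises. Scaling to ribosomal protein probe sets (sarcomere median 1.27) decides nothing, as it adds nearly the same amount to every probe set. Fkh collections further along in development than the wild type collections may also raise such genes. Genes of cellularization and segmentation, as 1 list, had a median of -0.26 and glycolysis genes one of 0.60 (0.35 without fkh mutant replicate 2), as that explanation needs, but the ecdysone pathway, with a mean of 0.61 and 4 genes higher and 1 lower, had a median of -0.0056 that was positive after cyclic loess (0.063) and in 4 of the 6 fits without 1 array and decides nothing (ImpL1 was 30.1-fold, or 51.7-fold without fkh mutant replicate 3, and Kr-h1 10.4-fold higher), so a difference in age and an effect of the mutation cannot be told apart with these arrays, all of 1 stage. Derepression by loss of Fkh, which the paper proposes, stays open as well.

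The difference between fkh replicates 2 and 3 correlated across probe sets with that of fkh replicate 1 from wild type (r = 0.466, across probe sets, which are not independent), and other pairs were not tested. A uniform difference in age between the collections of replicates 2 and 3 is argued against by the maternal axis genes, which were higher in replicate 2 than in replicate 3 in 19 of 19 genes, by a mean of 1.10 (standard error over genes 0.23), although late genes were higher in replicate 2 too. Embryos with a wild type copy of fkh in replicate 3 are argued against by the 37 probe sets lower by over 4-fold in the mean of replicates 1 and 2, chosen without replicate 3, whose median level in replicate 3 was 20.95% of wild type (21.5% and 18.5% in replicates 1 and 2), while its lower late genes would need 58.8% of such embryos. Unequal mixes of older embryos with younger embryos or unfertilized eggs in the fkh collections are a candidate explanation for maternal axis and late genes both being higher in replicate 2. Variation of the mutant phenotype between collections would move late genes in the same way and was not tested.

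Falls in fkh mutants were unevenly spread over the chromosomes. Arm 3R, which carries fkh, held 31.3% of the probe sets lower by over 2-fold and 25.2% of all tested (p = 0.0371 in a two-sided Fisher's exact test, adjusted p = 0.124 over 30 such tests), and 32.1% of all falls (adjusted p = 6.4e-06). Arm 3L held 27.8% of those lower by over 2-fold against 19.7% of all tested (adjusted p = 0.0234) and the X chromosome 6.17% against 16.1% (adjusted p = 6.8e-05), while no arm differed among the rises at an adjusted p under 0.05. Of 32 probe sets lower by over 4-fold, arm 3L held 40.6% (adjusted p = 0.0368 in the same test) and arm 3R 34.4% (adjusted p = 0.397). Sequence differences between the fkh6 chromosome and that of Oregon R, which lower hybridization or expression, could give such a pattern and may account for part of the falls, although the sample records name Oregon R as the strain of both groups and the background of the fkh6 chromosome is not given in the sources used here. The 50, 100 and 200 genes nearest to fkh by order had 14.0%, 17.0% and 15.0% of genes called in either direction against 15.7% elsewhere, so an excess of calls close to fkh was not detected. Of these genes 2, 6 and 15 were lower and 5, 11 and 15 higher, and falls alone were not tested there. The probes were not compared with the sequence of either stock.

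Of the 10 splits of the 6 arrays into 3 and 3, the real one gave 2313 calls and the highest of the others 0. With 10 splits the share cannot be under 0.05.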

How the results depend on the processing

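All alternatives were set before the data were examined. Values of lists are median log2 fold changes and values of genes log2 fold changes, and why a setting moved a value was not tested unless stated. Limma with a trend and 1 probe set per gene left each count of probe sets within 1.5 times its value, and the trend changed no call of a named gene or list. The replicate number as a block, which does not pair these arrays, gave 1069 lower and 1168 higher with adjusted p, and 6 named genes lost their call. Of 144 called named genes, 82 kept the same call under every alternative and 62 lost it in at least 1. The equal-variance test gave 538 lower and 406 higher with adjusted p. A fold minimum of 2 gave 264 lower and 683 higher (269 and 784 unadjusted), and no minimum 1795 lower (3616 lower and 2231 higher unadjusted), which follows from the threshold.

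Scaling moved the balance of rises and falls and the direction of weak lists. Ribosomal protein scaling added nearly the same amount to every probe set of an array. It did not hold ribosomal protein genes level (median log2 fold change -0.0037 before and 0.16 after). Cyclic loess gave 690 lower (801 unadjusted), and turned higher Mvl (0.049), Scr (0.12), septate junction (0.067), neuroblast (0.080), glia (0.034), germ line (0.0053), ecdysone (0.063), cytochrome P450 and glutathione transferase genes (0.031) and SG genes with only late expression lost (0.12). Ribosomal protein scaling gave 622 lower and 1753 higher (711 lower unadjusted), and turned higher Mvl (0.082), Scr (0.14), septate junction (0.15), neuroblast (0.077), glia (0.086), germ line (0.016), Notch (0.031), digestive (0.087), ecdysone (0.16), ribosomal protein (0.16), cytochrome P450 and glutathione transferase genes (0.12) and SG genes with only late expression lost (0.14), while the cellularization and segmentation list passed the threshold (-0.099). Array weights turned higher Mvl (0.11), Scr (0.10), septate junction (0.038) and neuroblast genes (0.063), turned maternal axis genes lower (-0.043), and the endocycle lost its call (-0.21). Without the dimmest probe sets, ecdysone genes turned higher (0.055) and hemocytes passed the threshold (0.20). With the mean of probe sets ct (0.12), scrib (0.13), septate junction (0.050) and ecdysone genes (0.053) turned higher, and epidermis (-0.054) and SG genes not changed (-0.011) lower.

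With an estimated correlation all 16 called lists lost their call at the same medians: sarcomere (1.10), cuticle (0.13), Osiris (0.76), chitin (0.55), zona pellucida domain (0.81), synapse (0.51), extracellular matrix (0.96), trachea (0.18), DNA replication (-0.37), mitosis (-0.25), DNA repair (-0.50), endocycle (-0.26), glycolysis (0.60), fatty acid synthesis (0.13), Fig. 6B (1.15) and Fig. 6C (-0.73). With fry, which tests each list by itself and not against other genes, glycolysis lost its call (0.60) and 11 lists gained one. With medians in brackets, these were higher for hemocytes (0.093), heat shock (0.024) and ecdysone genes (-0.0056, but a mean of 0.61), and lower for cellularization and segmentation (-0.26), endoderm and hindgut (-0.29), digestive (-0.077), ribosomal protein (-0.0037), cytochrome P450 and glutathione transferase (-0.047), continuously expressed SG (-0.19) and later upregulated SG genes (-0.46) and other genes the paper names (-0.27).

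Leaving out 1 array at a time gave 705 to 1355 lower and 668 to 1522 higher with adjusted p. They were 759 and 696 without wild type replicate 1, 705 and 668 without wild type replicate 3, and 761 higher without wild type replicate 2. Of the SG genes affected at stage 11, 1 to 2 were higher (2 without wild type replicate 2 or fkh mutant replicate 3). The endocycle list ranged from -0.32 to -0.24 and lost its call without wild type replicate 3 or fkh mutant replicate 3, trachea from 0.082 to 0.25 (lost without fkh mutant replicate 1), and hemocytes from 0.059 to 0.13 (past the threshold without wild type replicate 1 or fkh mutant replicate 2). Both directions were found, none called, for Pepck1 (-0.083 to 0.049), Scr (-0.12 to 0.040), Mvl (-0.22 to 0.044), septate junction (-0.024 to 0.025), ecdysone (-0.048 to 0.041), heat shock (-0.013 to 0.041), muscle specification (-0.083 to 0.10), glia (-0.18 to 0.055), germ line (-0.26 to 0.045) and maternal axis genes (-0.090 to 0.31), SG genes with only late expression lost (-0.053 to 0.012) and those not changed (-0.020 to 0.071).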

Differences from the paper's values

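The alternatives named here were set before the data were examined, and the values of single probe sets were looked up after the differences were seen.

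Of 139 fold changes of named genes that could be set beside the paper's Table S2, 7 differ, in 6 genes with several probe sets. For mbl the paper's value is 2.01 and the value here 1.08. For Mkp3 they are -2.69 in the paper and -1.15 here, for Tl -3.93 in the paper and -2.08 here, and for scrib 2.41 in the paper and -1.88 here. No alternative brings these 4 genes within the replicate SD of the paper's value. The mean of all probe sets comes closest in each, at 1.34, -1.76, -2.86 and 1.09. For Delta the paper's value is -1.76 and the value here -1.32, and the difference falls within the replicate SD with the mean of all probe sets (-1.53) and without fkh mutant replicate 1 (-1.45), and not under the other alternatives. The paper lists ps with -3.21 and CG16777, which the gene table used here resolves to ps, with -1.92. The value here for ps is -2.63. The first is reached within the SD without fkh mutant replicate 2 (-2.86) and the second with the mean of all probe sets (-2.07), and neither under the other alternatives. In all 6 genes, another probe set than the brightest gives the paper's value to 3 digits: 2.01 for mbl, -2.69 for Mkp3, -3.93 for Tl, 2.41 for scrib, -1.76 for Delta, and -3.21 and -1.92 for ps.

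The paper's text states that PCNA is not affected in fkh mutants. On these arrays PCNA was 1.48-fold lower (log2 fold change -0.57, standard error 0.09, adjusted p = 0.0059 from limma, lower in 3 of 3 fkh arrays), and the paper's own Table S2 lists it, as mus209, with a fold change of -1.48. Of the endocycle list, where ago and PCNA were called lower, only 1 gene was lower after ribosomal protein scaling. For ssp, which the paper gives as not affected too, no change was called here (log2 fold change -0.18, adjusted p = 0.18).

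The paper counts 1102 genes lower and 1087 higher at a p under 0.05 and a fold change of 1.4, and the counts of probe sets here at the same threshold are 1286 and 1470 with limma, 1184 and 1197 with the equal-variance test, and 1046 and 1202 genes with 1 probe set per gene. These are within 1.5 times the paper's counts. Ribosomal protein scaling (711 and 2067), cyclic loess (1776 higher), leaving out fkh mutant replicate 3 (1662 higher), a fold minimum of 2 (269 lower) and no fold minimum (3616 and 2231) are not. Of the SG genes affected at stage 11, the paper counts 7 lower, 1 higher and 20 unchanged out of 28, and here 5, 1 and 18 of 24 measured genes were found, with 7 lower without fkh mutant replicate 1, 4 lower without fkh mutant replicate 2, and 2 higher without wild type replicate 2 or fkh mutant replicate 3.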

Other observations

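No test in this part was chosen after the data were examined. Regulators of the endoderm and hindgut, where Fkh is expressed, were lower in fkh mutants in part. GATAe, which drives differentiation of the midgut, was 5.18-fold lower (8.90 ± 0.03 in wild type and 6.53 ± 0.30 in fkh, log2, SD, n = 3 arrays each; adjusted p = 1.9e-04 from limma), and byn, the hindgut T-box gene, 2.27-fold lower. The GATA factor gene srp of the endoderm, fat body and hemocytes was 1.57-fold lower and hkb, a gene of the terminal regions, 1.46-fold lower. Of the 17 measured genes of this list 6 were lower and 2 higher (tll by 1.69-fold, and fkh), also adjusted over the list alone, with a median of -0.29 (-0.15 without fkh mutant replicate 2 and after cyclic loess, camera adjusted p = 0.289). After ribosomal protein scaling 2 were lower and 2 higher (median -0.13), and 4 were lower and none higher without wild type replicate 2, 3 lower and 1 higher without wild type replicate 3, 5 and 1 without wild type replicate 1, and 6 and none without fkh mutant replicate 1. Digestive proteases and lysozymes had 2 of 24 genes lower and 1 higher, also adjusted over the list alone, with a median of -0.077 (-0.043 without fkh mutant replicate 1, -0.048 without wild type replicate 3, -0.12 without fkh mutant replicate 3, and 0.087 after ribosomal protein scaling, camera adjusted p = 0.69). Besides Jon44E, LysX was 4.13-fold lower, and Jon66Cii was 2.73-fold higher. Of 10 SG genes that Table S1 lists as upregulated later in fkh mutants, 4 were lower at stage 11 and 2 higher (5 and 2 adjusted over the list alone), with a median of -0.46 (camera adjusted p = 0.401): CG7702, MESR3 and Sema5c were 4.48-fold, 4.10-fold and 3.68-fold lower and Rsod was 2.05-fold higher. Without any 1 of the wild type arrays 3 of them were lower and 1 higher.

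Genes that respond to ecdysone included large rises: ImpE1 was 6.27-fold and Hr3 4.51-fold higher, while the list of 20 had 4 genes higher and 1 lower (5 and 2 adjusted over the list alone), with a median of -0.0056 (-0.048 without fkh mutant replicate 3 to 0.041 without fkh mutant replicate 1, and 0.16 after ribosomal protein scaling), a mean of 0.61 and a camera adjusted p of 0.293. Of 13 genes of hemocytes 3 were higher, PPO1 by 3.92-fold, Pxn by 2.34-fold and Sr-CI by 1.83-fold, and 1 was lower, also adjusted over the list alone (median 0.093, camera adjusted p = 0.0682). Among 8 measured apoptosis genes, the death gene skl was 2.57-fold and the caspase gene Dredd 1.62-fold higher, and the death gene grim 1.60-fold lower (3 higher and 1 lower adjusted over the list alone, median 0.047, 0.027 without wild type replicate 1, 0.081 without wild type replicate 2, 0.15 without fkh mutant replicate 1 and 0.21 after ribosomal protein scaling, camera adjusted p = 0.378). In the list of 19 neuroblast genes, pdm2, nub and dpn were 1.93-fold, 1.64-fold and 1.61-fold lower, among 4 lower genes (1 without any 1 of the wild type arrays), and mira was 1.49-fold higher, also adjusted over the list alone (median -0.0875, -0.22, -0.020 and -0.037 without fkh mutant replicate 1, 2 and 3, 0.080 after cyclic loess, camera adjusted p = 0.511). Genes of cellularization and segmentation had 7 of 28 lower and 2 higher, also adjusted over the list alone (median -0.26, -0.14 after cyclic loess, camera adjusted p = 0.145), with kuk 4.16-fold and halo 2.07-fold lower. Without wild type replicate 1, 2 or 3, 5, 6 and 4 of them were lower and 1 was higher in each case. Muscle specification genes had 3 of 14 higher and 3 lower, also adjusted over the list alone (median 0.019, camera adjusted p = 0.626), with bap and htl 2.04-fold and 1.98-fold lower and blow and slou 1.87-fold and 1.73-fold higher, and 2 higher and 1 lower without any 1 of the wild type arrays.

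Detoxification genes moved both ways, with 9 of 108 cytochrome P450 and glutathione transferase genes higher and 8 lower (11 and 10 adjusted over the list alone; median -0.047, -0.029 without fkh mutant replicate 1, -0.088 without fkh mutant replicate 3, 0.031 after cyclic loess, camera adjusted p = 0.867). The counts were 3 higher and 7 lower without wild type replicate 1 or 2, 4 and 6 without wild type replicate 3, and 16 and 11 without fkh mutant replicate 3. GstE5 and Cyp6d5 were 4.23-fold and 3.56-fold lower and Cyp301a1 and Cyp18a1 4.40-fold and 3.09-fold higher. Of 13 heat shock genes 3 were higher (4 adjusted over the list alone), Hsp26 by 3.05-fold, Hsp60A by 1.59-fold and Hsc70-3 by 1.54-fold, and none lower (median 0.024, camera adjusted p = 0.25). Ribosomal protein genes had 4 of 41 lower and none higher, also adjusted over the list alone (median -0.0037, -0.021 without wild type replicate 1 or 3, -0.012 and -0.011 without fkh mutant replicate 1 and 2, 0.16 after scaling to their own probe sets, camera adjusted p = 0.867), with RpS21 2.03-fold and RpLP2 1.54-fold lower. Maternal axis genes had 2 of 19 lower, Tl and tub (2.08-fold and 1.99-fold), and none higher, also adjusted over the list alone (median 0.084, camera adjusted p = 0.5). Germ line genes had 1 of 9 lower, bgcn by 1.49-fold, and none higher, also adjusted over the list alone (median -0.15, 0.0053 after cyclic loess, camera adjusted p = 0.867). Glia had 1 of 8 genes higher, wrapper by 1.86-fold, and none lower, also adjusted over the list alone (median -0.078, 0.034 after cyclic loess, camera adjusted p = 0.984). No gene of 5 of the epidermis was called (median 0.093, 0.0013 without fkh mutant replicate 3 and 0.15 without fkh mutant replicate 2, camera adjusted p = 0.626). SG genes of Table S1 with only late expression lost had 2 of 23 higher and 3 lower (median -0.029, 0.12 after cyclic loess, camera adjusted p = 0.331), led by sturkopf at 2.76-fold higher and jbug at 1.55-fold lower. Those not changed had 5 of 46 higher and 6 lower with adjusted p, also adjusted over the list alone (median 0.021, camera adjusted p = 0.331), among them ps (2.63-fold lower), mthl5 (2.59-fold lower) and osp (2.03-fold higher). Of these 46, 2 were higher without wild type replicate 1 or 3, 3 without wild type replicate 2, and 9 after ribosomal protein scaling. Of the 17 other genes that the paper names, 5 were lower and 1 higher (median -0.27, -0.12 without fkh mutant replicate 2, -0.15 after cyclic loess and -0.11 after ribosomal protein scaling, camera adjusted p = 0.272), with PH4alphaSG1 1.61-fold lower, and sage, Scr, Mvl, Hmu, Noa36 and bai not called. Hox genes and cofactors (4 measured, none called), histones (1 measured, not called) and the early SG groups (3 measured with btsz lower, and 2 measured, none called) were too few to test as lists.

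In nub, Pxn, ImpE1 and jbug, the other probe sets of the gene, all dimmer, were not called. Other counts of 1 to 4 genes moved too when 1 array was left out. The lower hemocyte gene was not called without wild type replicate 2 or 3, bgcn was not called without wild type replicate 2 or 3, 1 maternal axis gene was lower without wild type replicate 2 or 3, and 1 apoptosis gene was higher without any 1 of the wild type arrays. Of the ecdysone genes 3 were lower and 5 higher without fkh mutant replicate 3, and of the SG genes with only late expression lost 1 was lower without wild type replicate 1 or 3 and none after ribosomal protein scaling.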
